# TCF3 is epigenetically silenced by EZH2 and DNMT3B and functions as a tumor suppressor in endometrial cancer

**DOI:** 10.1038/s41418-021-00824-w

**Published:** 2021-06-26

**Authors:** Tao Gui, Ming Liu, Bing Yao, Haiqin Jiang, Dongjun Yang, Qixiang Li, Xiangwei Zeng, Ying Wang, Jian Cao, Yexuan Deng, Xinyu Li, Peipei Xu, Liqin Zhou, Dake Li, Zhihui Wang, Ke Zen, David C. S. Huang, Bing Chen, Guiping Wan, Quan Zhao

**Keywords:** Tumour-suppressor proteins, Epigenetics

## Abstract

Endometrial cancer (EC) is the most common gynecological malignancy worldwide. However, the molecular mechanisms underlying EC progression are still largely unknown, and chemotherapeutic options for EC patients are currently very limited. In this study, we found that histone methyltransferase EZH2 and DNA methyltransferase DNMT3B were upregulated in EC samples from patients, and promoted EC cell proliferation as evidenced by assays of cell viability, cell cycle, colony formation. Mechanistically, we found that EZH2 promoted EC cell proliferation by epigenetically repressing TCF3, a direct transcriptional activator of CCKN1A (p21^WAF1/Cip1^), in vitro and in vivo. In addition, we found that DNMT3B specifically methylated the TCF3 promoter, repressing TCF3 expression and accelerating EC cell proliferation independently of EZH2. Importantly, elevated expression of EZH2 or DNMT3B in EC patients inversely correlated with expression of TCF3 and p21, and was associated with shorter overall survival. We show that combined treatment with GSK126 and 5-Aza-2d treatment wit synergistically inhibited methyltransferase activity of EZH2 and DNMT3B, resulting in a profound block of EC cell proliferation as well as EC tumor progression in cell line-derived xenograft (CDX) and patient-derived xenograft (PDX) mouse models. These findings reveal that TCF3 functions as a tumor suppressor epigenetically silenced by EZH2 and DNMT3B in EC, and support the notion that targeting the EZH2/DNMT3B/TCF3/p21 axis may be a novel and effective therapeutic strategy for treatment of EC.

## Introduction

Endometrial cancer (EC) is the most common gynecological malignancy worldwide, with over 61,880 new cases and nearly 12,160 deaths estimated in 2019 in the United States [1]. Owing to their aggressive characteristics, serious ECs have high recurrence rates, and are associated with high mortality, having very poor five-year survival rates of less than 30% [1, 2]. Currently, standard treatment for all ECs is surgery followed by adjuvant therapy (chemotherapy and/or radiation therapy, etc.) based on grade and tumor stage [3]. However, to date, chemotherapeutic options for EC patients have been limited; FDA-approved targeted therapies for ECs include hormonal intervention (for hormone-dependent endometrioid ECs), the immune checkpoint inhibitor, pembrolizumab, and recently the combination of pembrolizumab with lenvatinib for the treatment of a special category of advanced ECs [4, 5]. In view of these limited options for targeted regimes for treating ECs, there is an urgency for revising and improving therapies for EC.

Accumulating evidence suggests that epigenetic alterations including aberrant DNA methylation and histone modifications play key roles in the occurrence and development of EC [6, 7]. To date, DNA promoter hypermethylation, which may contribute to carcinogenesis, has been identified in several target genes in endometrial cancer, including hMLH1, p53, PTEN [8]. On the other hand, trimethylation on lysine 27 of histone H3 (H3K27me3) triggered by enhancer of zeste homolog 2 (EZH2), a critical component of the polycomb repressive complex 2 (PRC2) that mediates gene silencing [9], has been shown to be associated with EC progression [10, 11]. However, the roles of EZH2 and DNMT3B and underlying molecular mechanisms for malignant transformation and cell proliferation in EC remain largely unknown, although increased EZH2 and DNMT3B expressions have been shown in EC tissues [11–14].

Here, we show that EZH2 and DNMT3B promote EC cell proliferation by epigenetically repressing TCF3, a transcriptional activator of CCKN1A (p21^WAF1/Cip1^), in vitro and in vivo. We demonstrate that combined treatment with GSK126 and 5-Aza-2’-deoxycytidine to inhibit methyltransferase activity of EZH2 and DNMT3B synergistically block EC cell proliferation and EC tumor progression in both cell line-derived xenograft (CDX) and patient-derived xenograft (PDX) mouse models. These findings may help provide a novel and effective therapeutic strategy for treating EC.

## Materials and methods

### Clinical samples, tissue array, and immunohistochemical (IHC) staining

Fresh matched EC tissues and adjacent normal tissues were derived from patients undergoing surgical procedures at the Jiangsu Provincial Hospital on Integration of Chinese and Western Medicine (Nanjing, China). All patients provided written informed consent for participation in this study. Study on fresh clinical samples was approved by the ethics committee of Jiangsu Provincial Hospital on Integration of Chinese and Western Medicine. The EC tissue microarrays (TMA, HUteA060CS01, containing 26 matched EC tissues and adjacent normal tissues collected from EC patients) were constructed by Shanghai Outdo Biotech Co., Ltd. (Shanghai, China). IHC staining was performed by Nanjing Microworld Biotechnology Co., Ltd. Slides were incubated with antibodies specific for EZH2 (CST, #5246, 1:300), TCF3 (CST, #12258, 1:200), p21 (CST, #2947, 1:100), DNMT3B (Abconal, A2889, 1:200), and Ki-67 (Abcam, ab15580, 1:400). Images were digitalized using an Aperio scanner. Immunohistochemical staining of interested proteins in the tissue was scored, according to the semi-quantitative H score, independently by two pathologists blinded to the clinical data [15]. Rare discordant scores were resolved by re-review of the slide and consultation between the pathologists. Staining of cells was analyzed according to staining intensity on a scale of 0–3 (0 = negative, weak = 1, moderate = 2, strong = 3). The H score was calculated by multiplying the scale score times the percent of cells having that score, and then summing the products across all scale scores, i.e., H score (0–300 scale) = 3 × (% at 3) + 2 × (% at 2) + 1 × (% at 1). The clinical features of the patients are listed in Supplementary Table S1. For survival analyses, patient overall survival was stratified by expression of the gene of interest, and is presented as Kaplan–Meier plots, and tested for significance using log-rank tests. Degrees of correlation between stained proteins for determining patient protein-expression patterns were assessed via Pearson correlation analysis.

### Cell lines and cell culture

Endometrial adenocarcinoma cell lines, ISK (well-differentiated), and KLE (poorly differentiated), used in the study were obtained from ATCC. The cells were cultured in RPMI1640 media (Life Technologies) containing 10% (v/v) FBS (Life Technologies) and 1% (v/v) penicillin/streptomycin. Cells were maintained in a 5% CO2 incubator at 37 °C and passaged every 2 or 3 days. Cell lines were routinely tested to exclude mycoplasma contamination and were recently authenticated by Genetic Testing Biotechnology Corporation (Suzhou, China) using short tandem repeat (STR) profiling.

### RNA isolation and qRT-PCR analysis

RNA from cell lines was isolated using Trizol reagent (Invitrogen). Synthesis of complementary DNAs (cDNAs) was done using HiScrip^®^ III RT SuperMix for qPCR (with gDNA wiper) (Vazyme Biotech). Quantitative reverse transcription PCR (qRT-PCR) was performed using AceQ qPCR SYBR Green Master Mix (Vazyme Biotech) according to the manufacturer’s protocols. Experiments were performed in a StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems), and data were analyzed with StepOne Software v2.1 (Applied Biosystems). Relative mRNA levels of each gene were normalized to the expression of a reference gene GAPDH. The sequences of the primers for qRT-PCR are listed in Supplementary Table S3.

### Lentiviral production and transduction

HEK293T cells (5 × 10^6^ per plate) were seeded into 10 cm cell culture dishes and incubated overnight at 37 °C, 5% CO_2_ for 12–18 h. When the cultured cells reached 80% confluence, HEK293T cells (KCB Cat# KCB 200744YJ) were co-transfected with lentiviral expression constructs pLKO.1-shRNA (4 μg), viral envelope plasmid (pMD2.G, 4 μg), and viral packaging plasmid (psPAX2, 4 μg) using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocols. Lentiviral expression constructs with scrambled shRNA were used as controls (specified as Scr). Viral supernatants were collected at 48–72 h post-transfection, filtered through 0.45 μm filters, and stored at −80 °C until use. ISK or KLE cells were seeded and incubated overnight prior to infection. Medium was replaced with a 1:2 dilution of viral supernatant supplemented with 10 μg/mL polybrene, and incubated for 12 h, followed by replacement with normal growth medium. Stable scramble and EZH2 knockdown cell lines were selected using puromycin (2 μg/ml, Sigma-Aldrich) prior to use in experiments. The sequences of shRNAs used in lentivirus expression vector construction for gene knockdown are shown in Supplementary Table S4.

### Western blot analysis

Total protein was extracted from cells using cell lysis buffer for western blots (P0013, Beyotime). Core histones were extracted by an acid-extraction method as previously reported [16]. All proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), followed by semi-dry blotting onto PVDF membranes (Roche). Primary antibodies against EZH2 (Cell Signaling Technology Cat# 5246, 1:1000), p21 (Cell Signaling Technology Cat# 2947, 1:1000), EED (Cell Signaling Technology Cat# 85322, 1:1000), SUZ12 (Cell Signaling Technology Cat# 3737, 1:1000), p53 (Cell Signaling Technology Cat# 2527, 1:1000), E2A (Cell Signaling Technology Cat# 12258, 1:1000), Histone H3 (Abconal Cat# A2348, 1:3000), H3K27me3 (Abcam Cat# ab6002, 1:2000), DNMT1(Abconal Cat# A5495, 1:1000), DNMT3A (Abcam Cat# ab2850, 1:1000), DNMT3B (Abcam Cat# ab2851, 1:1000), β-Tubulin (ABclonal Cat# A12289, 1:1000) and GAPDH (MBL Cat# M171-3MS, 1:3000,) were used. HRP-conjugated goat anti-rabbit IgG (ABclonal Cat# AS014, 1:10000) and goat anti-mouse IgG (ABclonal Cat# AS003, 1:10000) were used as the secondary antibody. The blots were developed using Western ECL Blotting Substrate. Blots were exposed to X-ray film, and the films were scanned with an Epson Perfection V700 Photo Scanner.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed with ISK cells as described previously [17]. Antibodies used for ChIP were: anti-H3K27me3 (Abcam Cat# ab6002), and anti-H3K27me2 (Sigma-Aldrich Cat# 17-10108). Normal rabbit IgG (Beyotime Cat# A7016) and mouse IgG (Beyotime Cat# A7028) served as controls; the final ChIP DNAs were then used as templates in qPCR reactions, using primers that encompass the promoter region of interest. See Supplementary Table S5 for ChIP-qPCR primer sequences.

### CCK8, colony formation, and EdU assay

For CCK8 assay, cells were seeded in 96-well plates at a concentration of 1 × 10^3^ cells per well. CCK8 assay (Vazyme Biotech) was carried out after incubation for 4 days. The optical density (OD) was read at an absorbance of 450 nm using a multifunction microplate reader (Safire, TECAN). For colony formation assay, cells were seeded in 6-well plates at a concentration of 500–1000 cells per well. Cells were treated with indicated compounds, and culture medium was refreshed every 2 days for about 2 weeks. Colonies were fixed with methanol at room temperature for 30 min, and then stained with crystal violet (0.1% w/v in methanol) for 15 min and photographed. For EdU assay, cells were seeded in 96-well plates at a density of 2 × 10^3^ cells per well, and the assay was carried out according to the instructions for the EdU assay kit (RiboBio). All assays described were performed independently at least three times.

### Cell cycle and apoptosis analysis

Stable EZH2 knockdown (KD1/2) and Scramble (Scr) endometrial adenocarcinoma cells (ISK and KLE) were dissociated with 0.25% trypsin without EDTA and harvested by centrifugation. Cell cycles were detected by Cell Cycle Detection Kit (KeyGen). Briefly, collected cells were washed twice in PBS, and fixed with 500 μL 70% ice-cold ethanol at 4 °C overnight. The fixed cells were washed with PBS before staining. Cells were resuspended in 500 μL PI/RNase A staining solution for 30 min at room temperature in the dark, and analyzed on a BD FACScalibur Flow cytometer. Apoptosis was determined using an Annexin V-FITC/PI Apoptosis Detection Kit (KeyGen). Briefly, collected and washed cells (as above) were resuspended in 500 μL of binding buffer containing 5 μL Annexin V-FITC antibody (Thermo Fisher Scientific Cat# BMS500FI/100) and 5 μL Propidium Iodide and incubated for 10 min at room temperature in the dark. Samples were analyzed on a BD FACScalibur Flow cytometer.

### Gene microarrays

Total RNA was harvested using Trizol reagent (Invitrogen). Hybridization and scanning of the chips (Affymetrix GeneChip PrimeView^TM^ Human Gene Expression Array) was performed as outlined in the Affymetrix technical manual by CapitalBio Corp. (Beijing, China). Differentially expressed genes were identified using Student’s *t*-test for comparison of two groups. The threshold set for up- and downregulated genes was a fold change >2.0 and *P* < 0.05. The microarray data have been deposited in the GEO database (www.ncbi.nlm.nih.gov/geo/) under accession number GSE139246. For gene set enrichment analysis (GSEA), normalized expression data were analyzed, and visualized with the GSEA software (SeqGSEA). The normalized enrichment score (NES) and false discovery rate (FDR) were calculated for comparison.

### TCF3 promoter methylation analysis

Genomic DNA was extracted using the DNeasy Tissue Kit (Qiagen). Bisulfite conversion was performed using the EZ DNA Methylation-Gold^TM^ Kit (Qiagen) and bisulfite genomic sequencing was performed according to the manufacturer’s instructions. The PCR primers used for bisulfite sequencing (BS) are provided in Supplementary Table S6.

### In-vivo tumor models

Animal experiments were performed according to the National Institutes of Health’s Guide for the Care and Use of Laboratory Animals, and were approved by the ethics committee of Jiangsu Provincial Hospital on Integration of Chinese and Western Medicine (Nanjing, China). Cell line-derived xenograft (CDX) and patient-derived xenograft (PDX) mouse models were used in this study. The sample size was chosen with adequate power on the basis of the literature and our previous experience [15], and for each experiment it is indicated in the figure legend. Prior to carrying out the experiment, mice were randomly assigned to different treatment groups.

To establish CDX xenografts, 6-week old female BALB/c nude mice obtained from the Model Animal Research Center of Nanjing University (Nanjing, China) were maintained under defined conditions at the Animal Experiment Center of Nanjing University. Lentiviruses used were EZH2-KD1, EZH2-KD2, TCF3-KD1, TCF3-KD2, and Scr. KLE cells were transduced individually with Scr, EZH2-KD1, or TCF3-KD1, or with a combination of EZH2-KD1 and TCF3-KD1 lentiviruses to establish stable cell lines used for in vivo functional verification studies. Also, parental KLE cells non-transduced with lentivirus was used for in vivo drug studies. Subsequently, 4 × 10^6^ transfected cells in 0.2 μL of RPMI 1640 : Matrigel (1:1, v/v) were injected subcutaneously (s.c.) into the right flank of each mouse (6 mice/group). Tumor size was measured every week with a digital caliper, and volume was calculated using a standard modified formula: Volume (mm^3^) = 0.52 × (length × width^2^).

For the PDX mouse model, the EC PDX studies were conducted by Nanchang Royo Biotech Co., Ltd. This PDX model was derived from a female endometrial adenocarcinoma patient with FIGO stage II undergoing surgery at the People’s Hospital of Jiangxi Province. Informed consent was obtained from the patient, and all procedures involving human samples were approved by the medical ethical committee of the People’s Hospital of Jiangxi Province.

### In-vivo drug studies

Established CDX and PDX models were used for drug treatment studies. Tumor-bearing mice were randomized into groups, and drug dosing was initiated when average tumor volume reached 50–100 mm^3^, which was assigned as day 1 of the treatment regimen. GSK126 dissolved in 20% SBE-β-CD, pH 4.5, was administered i.p. at a dose of 100 mg/kg body mass. 5-Aza dissolved in 1% DMSO and 18% SBE-β-CD was administered i.p. at a dose of 2.5 mg/kg body mass. Tumor growth was monitored by the measurement of subcutaneous tumor volume as above. Mouse body weight was also measured every two days after dosing. All mice were euthanized and tumor tissues collected 8 h after the last dosing. Tumor tissues were weighed and prepared for immunoblotting or immunohistochemical staining. Tumor growth inhibition (TGI) rate was measured using the formula: TGI (%) = [1 − (*V*_t_ − *V*_0_ in treated group)/*V*_t_ − *V*_0_ in vehicle group)] × 100 where *V*_t_ is the volume on each day and *V*_0_ is the volume at the beginning of the treatment.

### Combination treatment and criteria for synergy in vitro

The combination therapies were performed in 96-well plates. Cells were treated with GSK126, 5-Aza, or the combination at graded concentrations for 7 days, and cell growth was measured by CCK-8 assay. To determine the presence of a possible synergistic effect of GSK126 and 5-Aza, the combination index (CI) was calculated by CompuSyn Version 1.0 software. A CI < 0.8 indicates synergy and CI > 1.2 indicates an antagonistic effect.

### Statistical analysis

Data analysis was performed with the statistical program GraphPad Prism (GraphPad Prism). Results are presented as mean ± SD unless otherwise indicated. Statistical analyses were performed using two-tailed Student’s *t*-test to derive the significance of the differences between the two groups. *P* < 0.05 was considered to be significant.

## Results

### Upregulation of EZH2 correlates with poor prognosis in EC, and promotes EC cell proliferation in vitro

To investigate the clinical relevance of EHZ2 expression in patients with EC, we first examined EZH2 expression in EC tissue specimens from a cohort of 26 EC patients by immunohistochemistry using a specific anti-EZH2 antibody (Supplementary Table S1). Significantly higher expression levels of EZH2 were observed in EC tissues compared with matched adjacent normal tissues, and EZH2 was predominantly localized in the nuclei of glandular epithelium cells (Fig. 1A and Supplementary Fig. S1A). Western blot analysis confirmed that the expression levels of EZH2 in the tumor tissues were significantly higher than in matched adjacent normal tissues (Fig. 1B, C). Notably, EZH2 expression correlated with increased tumor invasion and higher grade, but not with lymph node status (Supplementary Table S1). These results are consistent with meta-analysis of transcriptome data extracted from The Cancer Genome Atlas (TCGA) Data Portal which show that EZH2 mRNA levels in EC patient tumor tissues were significantly higher than adjacent normal tissues (Supplementary Fig. S1B). Importantly, EC patients with high EZH2 expression had shorter overall survival (Supplementary Fig. S1C). These results indicate that EZH2 protein levels were upregulated in EC tissues, and that high levels of EZH2 expression correlate with poor prognosis in EC.

**Fig. 1:**
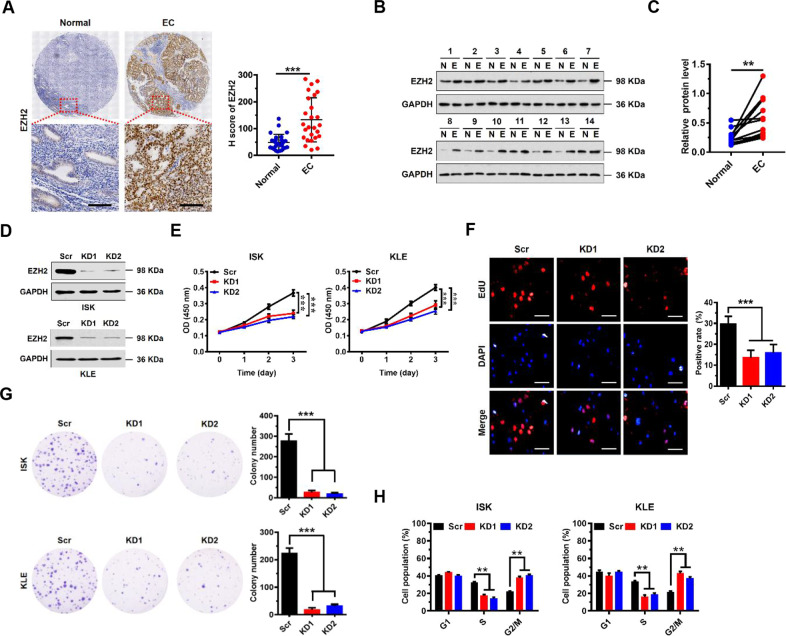
Upregulation of EZH2 correlates with poor prognosis in EC, and promotes EC cell proliferation in vitro. **A** Immunohistochemical (IHC) staining of EZH2 protein in EC and matched human normal tissues (as indicated). Representative micrographs are shown in original magnification (×400). Scale bars, 50 μm. Total IHC score of EZH2 in EC and matched human normal tissues (*n* = 26, right). ***P < 0.001 compared to the Normal control. **B** Western blot analysis of EZH2 in cell lysates from normal (N) and EC tumor (E) tissues (*n* = 14). GAPDH served as a loading control. **C** EZH2 protein expression levels by quantitation of density of protein bands from western blot in EC tissues in (**B**) relative to the normal tissues (*n* = 14, **P < 0.01). **D** Western blot assay of EZH2 protein expression following EZH2 knockdown in ISK and KLE cells. GAPDH served as a loading control. **E** Proliferation of EC cells transfected with siRNA to EZH2 (EZH2 knockdown, KD1 or KD2) or scramble control (Scr) in both ISK and KLE cells. Values at the indicated time points represent mean ± SD from three independent tests; ***P < 0.001 vs. Scr control. **F** EdU proliferation analysis of the effect of siRNA KD of EZH2 on the growth of ISK cells compared to Scr controls. Scale bars, 25 μm; ***P < 0.001 vs. Scr control. **G** Colony formation assay of ISK cells with knockdown of EZH2 or scramble control; ***P < 0.001 vs. Scr control. **H** The percentages of ISK and KLE Scr or EZH2 knockdown cells in the G_1_, S, and G_2_/M phases analyzed by flow cytometry showing cell cycle distribution. Each histogram bar represents the mean ± SD of three independent experiments. **P < 0.01 vs. Scr control.

To assess the potential role of EZH2 in EC development, we evaluated the effect of EZH2 on cell proliferation, cell cycle, and apoptosis. We generated two independent, stable EZH2 knockdowns (EZH2 KD1 and KD2) in both human ISK and KLE EC cell lines using lentiviral vectors containing different specific shRNAs targeting EZH2 mRNA. The knockdown efficiency of EZH2 was confirmed by Western blot analysis (Fig. 1D) and quantitative RT-PCR (Supplementary Fig. S2A). Knockdown of EZH2 significantly reduced the cell growth rate of both ISK and KLE cell lines (Fig. 1E) compared with scrambled control (Scr) cells. These results were further confirmed by EdU staining to detect nucleotide analogue incorporation into replicated DNA (Fig. 1F). Consistently, stable knockdown of EZH2 significantly reduced the number of cell colonies formed after culture compared with Scr cells (Fig. 1G). Further, we performed flow cytometric analysis of the cellular DNA content of both ISK and KLE cells to assess the effect of EZH2 on cell cycle progression. We observed more EZH2-KD cells in G2/M phase than Scr cells, and correspondingly, fewer EZH2-KD cells in the S phases of the cell cycle (Fig. 1H). However, no differences in numbers of apoptotic cells were found between knockdown and Scr cells (Supplementary Fig. S2B). All together, these results indicate that knockdown of EZH2 induces G2/M cell cycle arrest in EC cells, resulting in inhibition of proliferation of EC cells.

### CCKN1A (p21^WAF1/Cip1^) is an indirect downstream target of EZH2

To further investigate how and why EZH2 impacts proliferation of EC cells, we performed microarray gene expression profiling analysis using ISK cells without (Scr 1, 2, 3) or with EZH2 knockdown (KD 1, 2, 3). 

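EZH2, the catalytic subunit of PRC2 and the gene targeted by shRNA, was 4.22-fold lower in the EZH2 knockdown cells than in the Scr cells. Its log2 expression was 5.53 ± 0.05 (SD, n = 3 arrays) after knockdown and 7.60 ± 0.09 (SD, n = 3) in Scr cells, a log2 fold change of -2.08 (standard error 0.06, adjusted p = 1.46e-07 from limma), and all 3 knockdown arrays lay below all 3 Scr arrays. The other probe sets of EZH2 had log2 fold changes of -1.90 and -0.80. EED and SUZ12, the PRC2 subunits that EZH2 needs for its activity, had log2 fold changes of 0.52 (adjusted p = 1.50e-04) and 0.65 (adjusted p = 1.51e-05), both under a 2-fold change. ISK (Ishikawa) is a cell line established from a human endometrial adenocarcinoma. Total RNA from 3 Scr and 3 EZH2 knockdown samples, which their labels call biological replicates of stable lines, was hybridized to Affymetrix PrimeView arrays, on which a transcript is read by 1 or more probe sets. The deposited values are log2 expression per probe set, and the submitters' processing notes name RMA, which corrects the background, normalizes by quantiles and summarises the probes. The array medians were 4.64 to 4.65 in Scr and 4.58 to 4.60 after knockdown. Over all probe sets, the SD of the difference between 2 arrays was 0.14 to 0.16 within a group and 0.58 to 0.59 between the groups. From these values, each of 18132 named genes was represented by its probe set with the highest mean over the 6 arrays, and the groups were compared with limma. A gene was called higher or lower at an adjusted p under 0.05 and a fold change over 2, the fold threshold of the paper's methods. Of these genes, 11734 had more than 1 probe set, and for 845 of them different probe sets passed the adjusted p threshold in opposite directions, so the choice of probe set can decide the direction of a single gene. The groups, the test, the thresholds, the gene lists and the rule for the genes named here were fixed before the data were examined, although Fig. 2 and Fig. 3 had shown the direction of some genes. The number of arrays limits the precision, and an exact comparison of 3 arrays against 3 cannot give a p under 0.10. The sources used here do not settle whether the 3 knockdown samples carry 1 shRNA or several, or whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.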

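EZH2 knockdown in ISK cells changed genes in both directions, with 630 genes higher and 1021 lower than in Scr cells. The largest measured increase was that of PI3 (elafin, a secreted inhibitor of elastase), which was 36.2-fold higher, from 4.02 ± 0.05 (SD, n = 3) in Scr cells to 9.19 ± 0.06 (SD, n = 3) on the log2 scale (adjusted p = 1.02e-08). ANKRD1, a known target gene of YAP, was 34.4-fold higher (log2 fold change 5.10). The calcium-binding protein CALB1 (4.64), the matrix glycoprotein THBS1 (4.61), the protease inhibitor CST6 (4.15) and CAV1, the main protein of caveolae (4.15), followed with similar log2 fold changes. ADGRF1, ENDOU, CLIC5, ZBED2, MFAP5 and the membrane mucin MUC4 completed the 12 genes with the largest increases. Their log2 fold changes ran from 3.65 for MUC4 (0.12 on its other probe set) to 4.27 for ADGRF1 (1.29 and 0.61 on its other probe sets). Except for CST6 and CAV1, the Scr means of these 12 genes lay below the medians of the Scr arrays, near the background, so the size and the order of their folds depend on it. The largest decrease was measured for COX6A1, a subunit of cytochrome c oxidase, at 12.73 ± 0.04 (SD, n = 3) in Scr cells and 8.48 ± 0.12 (SD, n = 3) after knockdown (log2 fold change -4.25, adjusted p = 2.39e-08), but a dimmer probe set of the same gene had a log2 fold change of 0.10. SCD, the desaturase that makes monounsaturated fatty acids, fell 12.5-fold (log2 fold change -3.64). PRELID1, a carrier of lipids in mitochondria (-3.84), NEURL1B (-3.76), DHRS2 (-3.69) and the guidance factor SEMA3D (-3.66) fell by similar amounts. NME4, RBM15B, NETO2, AUH, the alpha-tubulin TUBA1A and the DNA helicase PIF1 completed the 12 largest decreases, with log2 fold changes from -3.28 for NME4 to -3.04 for PIF1. In all 1651 changed genes, every knockdown array lay on one side of every Scr array, a separation found in 54.3% of all 18132 genes tested, where chance gives 10.0%. Without the fold threshold, 3975 genes were higher and 4797 lower. With each of the 49293 probe sets counted separately, unnamed ones included, 1802 were higher and 2450 lower.

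**Figure D1:**
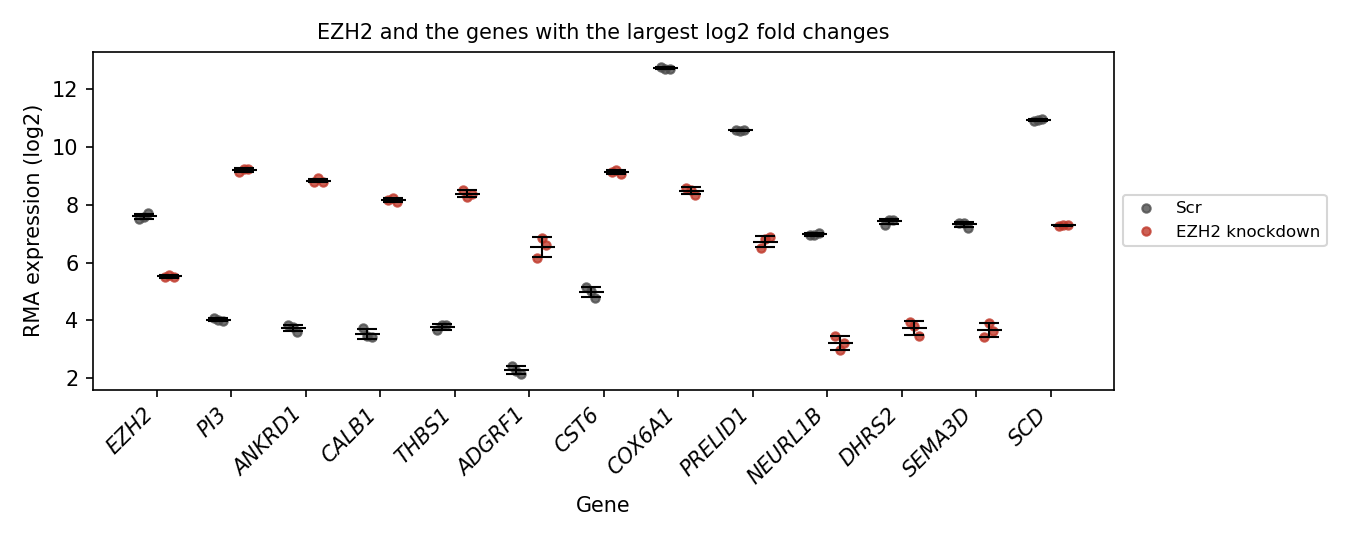
RMA expression (log2, y axis) of EZH2 and of the 6 genes with the largest increases and the 6 with the largest decreases (x axis). Each point is 1 array, with 3 Scr arrays in grey and 3 EZH2 knockdown arrays in red, and black lines give the mean and SD; for example, PI3 lies at 4.02 in Scr and 9.19 after knockdown, and COX6A1 at 12.73 and 8.48.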

We identified 1819 upregulated and 2450 downregulated mRNAs in EZH2 knockdown cells compared to Scr cells (Fig. 2A, GEO database under accession number GSE139246). The effect of EZH2 knockdown on gene function categories was analyzed by GO enrichment analysis. The most significant differentially expressed category of genes related to biological function was G2/M transition of mitotic cell cycle, which may include important cell cycle checkpoint genes (Fig. 2B). 

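Among regulators of the G2/M transition, 36.4% changed in EZH2 knockdown cells, against 9.06% of the other genes on the array. A two-sided Fisher's exact test gave adjusted p = 1.37e-04 over 38 lists. This test treats genes as independent and takes no account of how bright the listed regulators are. Tested for a shift in one direction with limma's camera at a preset correlation, their median log2 fold change was -0.43 (adjusted p = 9.62e-03, adjusted p = 0.320 with an estimated correlation between the genes of a list, and adjusted p = 0.229 from the preranked test of fgsea). Of 33 such regulators, 9 were lower, 3 were higher and 21 did not pass both thresholds, with the same counts when adjusted over the list alone. CDC25C, the phosphatase that activates CDK1 at the entry into mitosis, fell 4.67-fold, from 7.57 ± 0.07 (SD, n = 3) to 5.35 ± 0.12 (SD, n = 3) on the log2 scale. BORA, which helps Aurora A activate PLK1, fell by 1.86 on the log2 scale, and FOXM1, a transcription factor of mitotic genes, by 1.69. The 3 genes that rose are known inhibitors of the transition. CDKN1A, which encodes the CDK inhibitor p21, had a log2 fold change of 3.26, GADD45A, a stress-induced inhibitor of CDK1, of 1.93, and SFN, which holds CDK1 in the cytoplasm and was singled out after its value was seen, of 1.19. The same test gave a share of 38.9% of the 54 G2/M phase genes (adjusted p = 1.28e-07), 38.2% of 34 genes of mitotic spindle assembly (adjusted p = 5.33e-05) and 50.0% of 28 Hippo signaling genes (adjusted p = 5.70e-07). For cellular iron homeostasis the share was 20.7% of 29 genes (adjusted p = 0.0971) and for axon guidance 17.0% of 53 genes (adjusted p = 0.115). These shares are set against all other genes, including dim ones, which were rarely called. Of the 3632 genes with mean signals up to 2.98, 1 was higher and 4 lower. With dim genes left out, 491 of 9065 genes were higher and 831 lower. Most G2/M transition regulators lay above the median signal of all genes (5.24), so Fisher's test over all genes does not separate list membership from signal. With dim genes left out, this list and the G2/M phase list still passed with a raised share, as in all 30 values under the alternatives. Dim genes in the comparison alone therefore do not account for these shares, although signal was not matched among the brighter genes. The lists were written by hand or, for the phases, taken from a published marker set, and they are not the GO categories themselves.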

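Of 54 genes that mark the G2/M phase, 20 were lower in EZH2 knockdown cells than in Scr cells and 33 did not pass both thresholds. The exception was JPT1, named after its value was seen, with a log2 fold change of 1.04. PIMREG, a mitotic regulator of the metaphase-to-anaphase step, fell 5.29-fold, and AURKB, the kinase of the chromosomal passenger complex, fell from 8.34 ± 0.05 (SD, n = 3) to 6.03 ± 0.06 (SD, n = 3) on the log2 scale. Of 37 genes of the kinetochore and the spindle checkpoint, 8 were lower and 29 did not pass. Among them were CENPE, the kinesin that carries chromosomes to the spindle equator (-2.02), CENPF (-1.75), SPC25 of the NDC80 complex (-1.48) and KNTC1 of the checkpoint complex RZZ (-1.44). Of 34 genes of mitotic spindle assembly, 13 were lower and 21 did not pass, and the spindle motor KIF15 (-2.39), ASPM at the spindle poles (-1.70), NUSAP1 (-1.65) and KIF18A (-1.62) fell most. Of 20 genes of cytokinesis and the chromosomal passenger complex, 5 were lower and 15 did not pass, including KIF20A, a kinesin of the central spindle (-2.37), the kinase CIT (-1.53) and INCENP (-1.31). Adjusted over the list alone, the counts of all 4 lists were the same, as the fold threshold decides them. The median log2 fold change was -0.89 for the G2/M phase (camera with a preset correlation, adjusted p = 7.72e-15), -0.59 for the kinetochore (adjusted p = 1.84e-06), -0.80 for the spindle (adjusted p = 3.56e-08) and -0.63 for cytokinesis (adjusted p = 7.13e-05). With an estimated correlation between the genes of a list, the adjusted p was 0.104 for each of these 4 lists. For cytokinesis the estimated correlation was -0.02, below the preset 0.01, so a larger correlation does not account for its lost call.

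**Figure D2:**
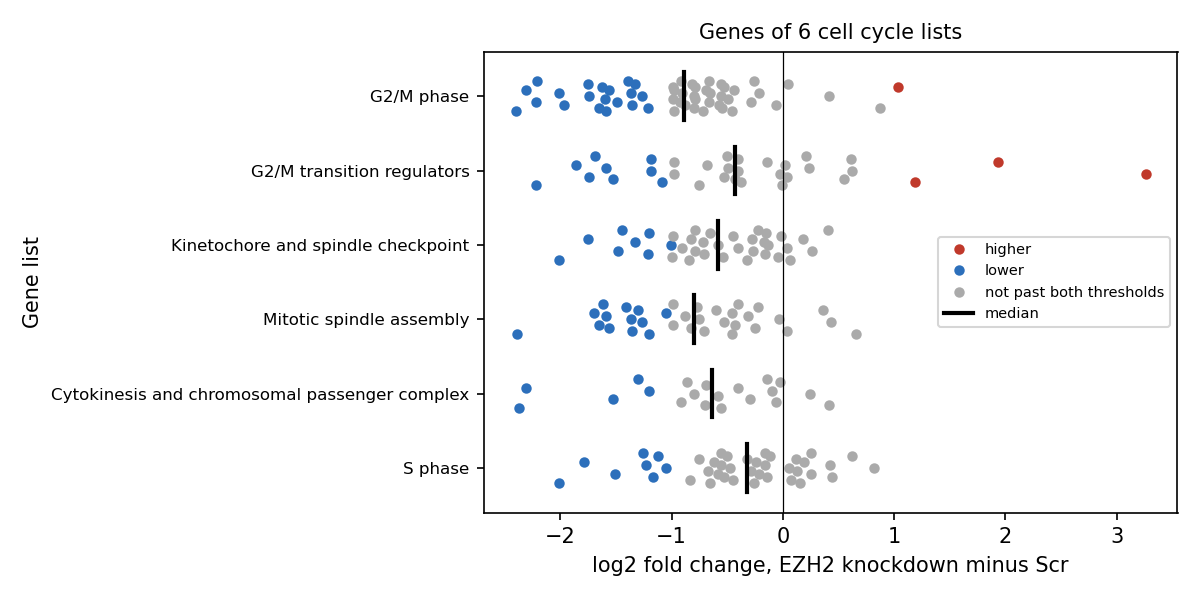
Log2 fold change (EZH2 knockdown minus Scr, x axis) of each gene in 6 cell cycle lists (y axis). Each point is 1 gene, blue where lower, red where higher and grey where not past both thresholds, and the black bar is the median of the list, which lies at -0.89 for the G2/M phase and -0.43 for the G2/M transition regulators; points are spread vertically only to keep them apart.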

Gene set enrichment analysis (GSEA) indicated that EZH2 knockdown differentially affected the expression of genes associated with G2/M transition, mitotic nuclear division, and cell division (Fig. 2C). Collectively, these results indicate that EZH2 function is tightly associated with cell cycle transition.

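Of 41 S phase genes, 8 were lower after EZH2 knockdown and 33 did not pass, and those that fell most were E2F8, a repressor among the E2F factors (-2.01), the primase subunit PRIM1 (-1.79), the exonuclease EXO1 (-1.51) and UBR7 (-1.25). Of 46 genes of DNA replication, the 3 that were lower were PRIM1, GINS2 of the replicative helicase (-1.13) and the primase subunit PRIM2 (-1.09). Of 25 cyclins and CDKs, CCNE1 was higher (1.04), and CCNF (-2.18), CCNG2 (-1.89) and CCNA2 (-1.08) were lower. In the RB and E2F pathway, 5 of 19 genes were lower, among them MYBL2 (-1.93) and FOXM1, both activators of late cell cycle genes, E2F1 (-1.17) and the pocket protein RBL2 (-1.08), whereas E2F6 (1.18) and E2F5 (1.08), both repressors, were higher (RBL2 and E2F5 were named after their values were seen). All counts were the same when adjusted over the list alone. The median log2 fold change was -0.32 for S phase (camera, adjusted p = 2.74e-03, and adjusted p = 0.320 with an estimated correlation) and -0.24 for DNA replication (adjusted p = 1.76e-03, and adjusted p = 0.236 with an estimated correlation). The lists of cyclins and CDKs (median -0.14, adjusted p = 0.164) and of the RB and E2F pathway (median -0.37, adjusted p = 0.248) did not pass in camera, although the share of changed genes in the RB and E2F pathway was 36.8% (two-sided Fisher's exact test, adjusted p = 5.24e-03). Many of these genes are held by several lists, 21 of the 41 in the case of S phase, so the lists are not independent of each other. From the GO categories and the enrichment of gene sets of the G2/M transition, mitotic nuclear division and cell division, the paper concludes that the function of EZH2 is closely tied to the transition between cell cycle phases.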

**Fig. 2:**
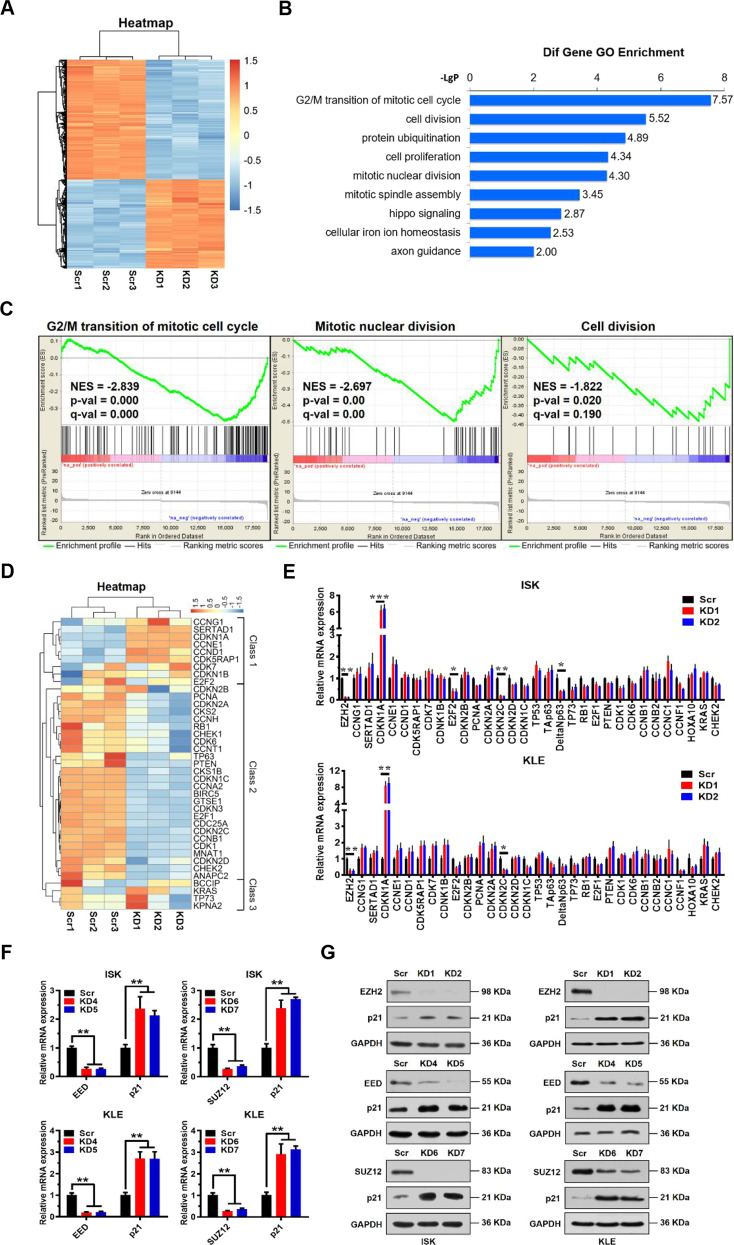
Identification of p21 as an indirect target of EZH2. **A** Hierarchical cluster analysis of all genes exhibiting differential expression in EZH2 knockdown (KD 1, 2, 3) or Scr control (Scr 1, 2, 3) ISK cells. **B** Significant biological processes of differentially expressed genes (both up and down) analyzed by Gene Ontology (GO) enrichment. The *Y* axis is the pathway category, and the *X* axis is the negative logarithm of the *P* value (−LgP). **C** Gene set enrichment analysis (GSEA) for G_2_/M transition, mitotic nuclear division, or cell division of ISK cells with or without EZH2 knockdown; *n* = 3 per group. **D** Hierarchical cluster analysis of key genes related to cell cycle regulation in EZH2 knockdown (KD) or Scr control ISK cells. **E** Relative mRNA expression levels of a panel of key genes involved in cell cycle regulation analyzed by quantitative real-time PCR in Scr control or EZH2 knockdown ISK and KLE cells. GAPDH was used as an endogenous control. Data shown are mean ± SD (*n* = 3). ***P < 0.001, **P < 0.01, and *P < 0.05 vs. Scr control. **F** Relative mRNA expression levels of p21 normalized to GAPDH analyzed by quantitative real-time PCR in Scr control, EED knockdown (KD 4, 5) or SUZ12 knockdown (KD 6, 7) ISK and KLE cells. Data shown are mean ± SD (*n* = 3). ***P < 0.001, **P < 0.01 and *P < 0.05 vs. Scr control. **G** Immunoblots of indicated proteins in Scr, EZH2 knockdown, EED knockdown, or SUZ12 knockdown ISK and KLE cells. GAPDH served as a loading control.

Subsequently, we performed a heatmap analysis of differentially expressed genes related to cell cycle regulation. 

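Of the genes printed beside the heatmap of Fig. 2D, 34 were read by a probe set named for them alone, and 8 of these passed both thresholds between EZH2 knockdown and Scr cells. In class 1, as bracketed there, 3 of 9 genes (CDKN1A, SERTAD1 and CCNE1) were higher and 6 did not pass, and CDKN1A had the largest change, a 9.60-fold increase. Class 2 had 5 of 23 genes lower and 18 that did not pass. The genes that fell were CDKN1C, which encodes the CDK inhibitor p57 (-2.39), GTSE1, a microtubule-binding protein of G2 and M phase (-1.97), MNAT1 of the CDK-activating kinase (-1.18), E2F1 (-1.17) and CCNA2, the cyclin of S and G2 phase (-1.08). CDKN1C fell from 8.72 ± 0.02 (SD, n = 3) to 6.34 ± 0.14 (SD, n = 3) on the log2 scale (adjusted p = 1.71e-07). In class 3, neither of the 2 measured genes passed, with BCCIP, a partner of BRCA2 and p21, at a log2 fold change of 0.71 on its brightest probe set but -0.88 (adjusted p = 8.22e-06) on another bright one, and TP73 at -0.03, a value above 0 with median-centring or quantile normalization again. At an adjusted p under 0.05 alone, 4 of the 9 genes in class 1 were higher and 1 lower, this one being E2F2 (-0.95, but -0.05 without probe sets that can match several transcripts), and 19 of the 23 in class 2 were lower and 1 higher, this one being CDKN2B (0.97, adjusted p = 3.27e-06, but -0.36, adjusted p = 1.63e-03, and -0.07 on its other probe sets). The counts past both thresholds were the same when adjusted over the list alone, and because the paper chose these genes on the same arrays, their directions are not independent evidence. TP63, CDKN2C and KPNA2 were not analysed here, because no probe set carries their name alone in the annotation used. In all, 5 of the 39 printed genes had no such probe set.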

Cluster analysis of heatmap data indicated that 39 differentially expressed genes could be grouped into 3 classes (Fig. 2D). EZH2 mediates H3K27me3 modification, which is associated with chromatin compaction and gene silencing. Thus, EZH2 knockdown decreases the overall level of H3K27me3, thereby activating gene expression. 

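Among 6 genes of class 1, CDKN1A, SERTAD1 and CCNE1 were higher in EZH2 knockdown cells, and CDK5RAP1, CCNG1 and CCND1 differed by much less. CDKN1A, the gene of the CDK inhibitor p21, rose from 6.97 ± 0.05 (SD, n = 3) in Scr cells to 10.23 ± 0.03 (SD, n = 3) after knockdown on the log2 scale (standard error of the change 0.05, adjusted p = 2.39e-08 from limma), and its second probe set had a log2 fold change of 2.85. SERTAD1, a CDK4-binding regulator of E2F activity, rose 2.20-fold, from 5.28 ± 0.20 to 6.41 ± 0.09 (SD, n = 3 each, adjusted p = 2.89e-05). CCNE1, which encodes cyclin E1 and drives entry into S phase, rose 2.05-fold, from 8.27 ± 0.11 to 9.30 ± 0.03 (SD, n = 3 each, adjusted p = 4.11e-06). For CDK5RAP1, a tRNA-modifying enzyme first described as a binding partner of a CDK5 activator, the log2 fold change was 0.25 (adjusted p = 2.46e-03). The values for CCNG1, cyclin G1, were 9.18 ± 0.07 and 9.36 ± 0.11 (SD, n = 3 each, log2 fold change 0.17, adjusted p = 0.0784). CCND1, which encodes the G1 cyclin D1, was at 10.86 ± 0.03 in Scr cells and 10.93 ± 0.01 after knockdown (SD, n = 3 each, log2 fold change 0.07, adjusted p = 0.284). The other probe sets of CCND1 had log2 fold changes from 0.19 to 0.35. With an intensity trend in limma's prior variance, the adjusted p was 4.77e-03 for CCNG1 and 0.0499 for CCND1.

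**Figure D3:**
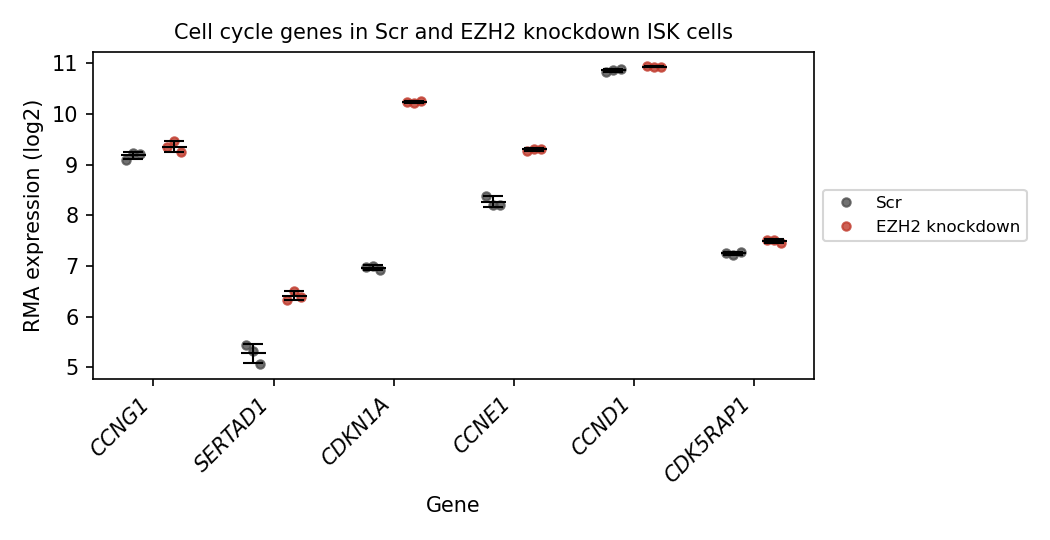
RMA expression (log2, y axis) of CCNG1, SERTAD1, CDKN1A, CCNE1, CCND1 and CDK5RAP1 (x axis) on 3 Scr arrays (grey points) and 3 EZH2 knockdown arrays (red points), with black lines for the mean and SD. CDKN1A moves from 6.97 to 10.23, whereas CCND1 lies at 10.86 and 10.93.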

On the heatmap, we found that one class of genes including CCNG1, SERTAD1, CDKN1A, CCNE1, CCND1, and CDK5RAP1, which play key roles in cell cycle regulation and are involved in G2/M cell cycle transition, were significantly upregulated when EZH2 was knocked down (Fig. 2D). Therefore, we analyzed expression of these genes and some other cell cycle-associated genes by qRT-PCR. We found that CDKN1A (also known as p21^WAF1/Cip1^) expression was the most upregulated gene in both ISK and KLE EZH2-KD cell lines compared to Scr cells (Fig. 2E). Since the PRC2 complex has two other core subunits in addition to EZH2, EED, and SUZ12, we knocked down EED (KD4, KD5) and SUZ12 (KD6, KD7), as well, to assess their effect on p21 expression in both ISK and KLE cells. As expected, we observed marked upregulation of p21 expression at both mRNA and protein levels in these cells (Fig. 2F, G), supporting a role of EZH2 in repressing expression of p21. However, ChIP results indicated that there was no significant EZH2-mediated enrichment of H3K27me3 or H3K27me2 on the p21 promoter (Supplementary Fig. S3A), suggesting that EZH2 may not regulate p21 gene expression directly. Thus, these results indicated that EZH2 participates in cell cycle regulation in EC cells, probably through indirect suppression of p21 expression.

### TCF3 is a direct target of EZH2 which acts as a tumor suppressor in EC cells

Given that EZH2 might regulate, indirectly, transcription of p21, we reasoned that there was a transcription factor or other molecule that were regulated by EZH2 directly to bridge the gap between EZH2 and p21. Therefore, we examined the sequence of the p21 promoter. According to PROMO database and previous reports, we found that the p21 promoter had potential binding sites for a number of transcription factors (TF): TP53, CEBPA, Sp1, IRF1, c-Myc, E2F1, ELK1, TCF3, VDR, MZF1, p300, NF1, and MyoD1 (Supplementary Table S2). We then assessed changes in expression levels of these TFs in EZH2 knockdown cells using qRT-PCR. We found that TCF3 (also called E2A) and its two splice variants (E12 and E47) mRNA levels were significantly upregulated in EZH2 knockdown ISK and KLE cells compared with Scr cells (Fig. 3A). Notably, in our examination of the other potential transcription factors, we found no significant upregulation of p53 expression in two EZH2 KD cell lines (Fig. 3A and Supplementary Fig. S3B). Furthermore, knockdown of the other PRC2 subunits, EED and SUZ12, also upregulated TCF3 expression (Fig. 3B). Conversely, we found that overexpression of EZH2 downregulated TCF3 and p21 expression (Supplementary Fig. S3C). Therefore, we checked EZH2-mediated H3K27me3 enrichment on the TCF3 promoter. We identified H3K27me3 enrichment peaks on the TCF3 promoter upstream of transcription start site (−1182/−1057) (Fig. 3C). As expected, knockdown of EZH2 reduced cellular levels of H3K27me3 and its enrichment on the TCF3 promoter accordingly (Fig. 3C and Supplementary Fig. S3D).

**Fig. 3:**
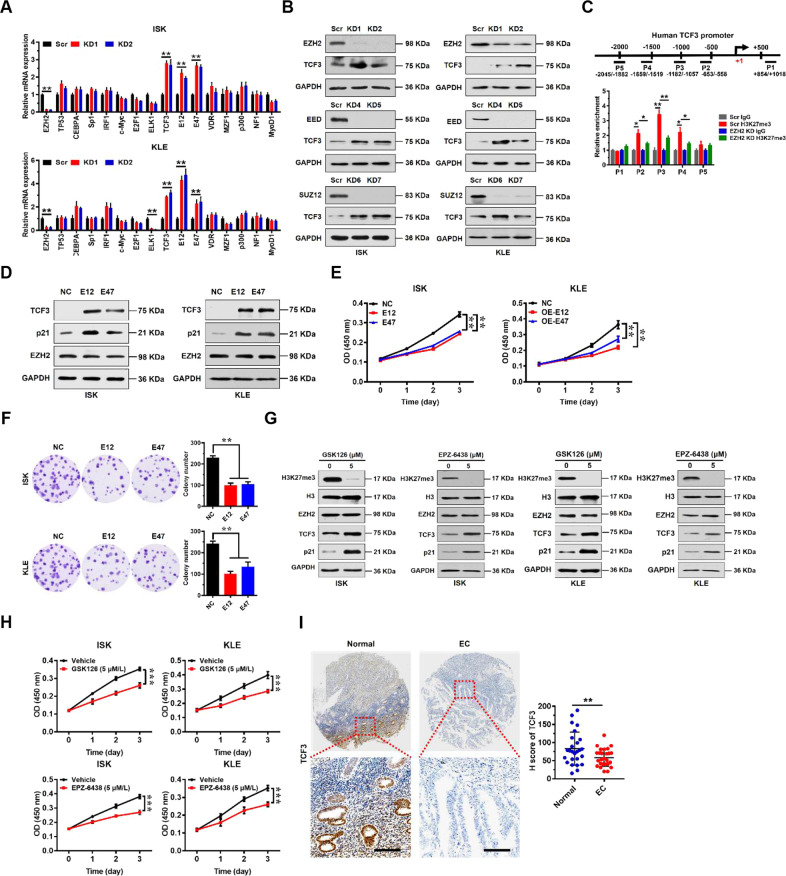
EZH2 directly regulates TCF3 which regulates p21 transcription in EC cells. **A** Relative mRNA expression levels of a panel of key transcription factors potentially regulating p21 normalized to GAPDH analyzed by quantitative real-time PCR in scrambled control (Scr) or EZH2 knockdown ISK and KLE cells. Data shown are mean ± SD (n = 3). **P < 0.01 compared with Scr control. **B** Immunoblots of EZH2 and TCF3 in Scr or PRC2 core subunit (EZH2, EED, and SUZ12) knockdown ISK and KLE cells. GAPDH served as a loading control. **C** Enrichment of H3K27me3 on TCF3 promoter in Scr or EZH2 knockdown ISK cells detected by ChIP-qPCR (*bottom*). Diagram shows positions of ChIP primers at the TCF3 promoter (top). Data shown are mean ± SD (*n* = 3). **P < 0.01, *P < 0.05 compared with indicated control. **D** Immunoblots of TCF3, p21, and EZH2 in negative control (NC, vector alone) or enforced expression of TCF3 variants (E12 or E47) in ISK and KLE cells. GAPDH served as a loading control. **E**, **F** Cellular proliferation were measured by CCK8 (**E**) and colony formation assay (**F**) after enforced expression TCF3 variants (E12 or E47) in ISK and KLE cells. **P < 0.01 vs. NC. **G** Effect of inhibition of EZH2 activity by GSK126 and EPZ-6438 on TCF3 and p21 protein levels in ISK (left) and KLE (right) cells. GAPDH served as a loading control. **H** Cell proliferation measured by CCK8 assay after GSK126 and EPZ-6438 treatment in ISK and KLE cells. **P < 0.01 vs. Vehicle treatment. **I** Immunohistochemical (IHC) staining of TCF3 protein in matched human normal and EC tissues (left). Representative micrographs are shown in original magnification (×400). Scale bars, 50 μm. Total IHC score of TCF3 in matched human normal and EC tissues (*n* = 26). ***P < 0.001 vs. Normal control (right).

TCF3 is known to have two splice variant products, E12 and E47 [18], which can act as either oncoproteins or tumor suppressors in a context-dependent manner. Because there was low expression of TCF3 in EC cells, we examined the effect of forced expression of the two splice variants of TCF3, E12, and E47, on EC proliferation rather than attempting to knockdown E12 or E47 in ISK and KLE cells (Fig. 3D). We found that p21 expression was significantly increased upon overexpression of E12 or E47 but no change in EZH2 expression levels (Fig. 3D). We also found that overexpression of the splice variants significantly inhibited proliferation and colony formation of ISK and KLE cells (Fig. 3E, F).

To further test the possibility that EZH2 methyltransferase activity was essential for TCF3 regulation and EC cell proliferation, we examined TCF3 expression levels and cell proliferation in the presence of EZH2-specific small molecular inhibitors (GSK126 and EPZ-6438). We found that TCF3 expression was indeed upregulated by in the presence of EZH2 inhibitors, which was accompanied by decreased H3K27me3 levels (Fig. 3G). Of note, we found that p21 upregulation upon GSK126 or EPZ-6438 treatment was much more evident relative to TCF3 upregulation (Fig. 3G), suggesting that some other mechanisms in addition to TCF3 transcription factor may also be involved in EZH2-mediated p21 repression. Proliferation of ISK and KLE cells was significantly inhibited by GSK126 and EPZ-6438 (Fig. 3H). These results indicate that TCF3 could be a direct target of EZH2, and that methyltransferase activity is key for TCF3 expression and for proliferative capacity of EC cells.

To assess the clinical relevance of TCF3 expression in patients with EC, we examined TCF3 expression in EC tissue specimens from a cohort of 26 EC patients by immunohistochemistry using a specific anti-TCF3 antibody. Tissue array analysis showed that TCF3 was mainly localized to glandular epithelium, and its expression levels were markedly decreased in the EC tissues compared to the adjacent normal tissues (Fig. 3I). These results are consistent with meta-analysis of transcriptome data extracted from The Cancer Genome Atlas (TCGA) Data Portal, which show that EC patients with lower TCF3 expression had shorter overall survival (Supplementary Fig. S3E). These results indicate that TCF3 protein levels were downregulated in EC tissues, and that low levels of TCF3 expression correlate with poor prognosis in EC.

Taken together, these results demonstrate that TCF3 is a direct target of EZH2, which may act as a tumor suppressor to inhibit proliferation of EC cells.

### EZH2/TCF3/p21 axis promotes EC cell proliferation

To determine whether repression of p21 by EZH2 was dependent on TCF3, we established stable EC cell lines in which EZH2 was knocked down (EZH2-KD), TCF3 was knocked down (TCF3-KD), or both were knocked down. We first examined the effect of TCF3 and EZH2 knockdown on p21 expression by qRT-PCR and western blot analysis (Fig. 4A and Supplementary Fig. S4A). We found that p21 expression was upregulated by knocking down EZH2, and was almost silenced by knocking down TCF3 in both ISK and KLE cells (Fig. 4A). Interestingly, we observed that upregulation of p21 expression by knocking down EZH2 was blocked by simultaneous knockdown of TCF3, suggesting that TCF3 may be a key bridge, linking regulation of EZH2 and p21 in EC cells (Fig. 4A and Supplementary Fig. S4A). TCF3 knockdown also restored the proliferative and colony formation defects exhibited by EZH2 knockdown cells (Fig. 4B, C). In addition, we observed that downregulation of p21 expression by ectopically overexpressing EZH2 was reversed by simultaneously overexpressing TCF3 in EC cells (Supplementary Fig. S8A, B). TCF3 overexpression also reversed the proliferative and colony formation effects exhibited by EZH2-overexpressing cells (Supplementary Fig. S8C, D). These results provide further evidence that TCF3 is a key regulator of p21 expression under the control of EZH2 in vitro.

**Fig. 4:**
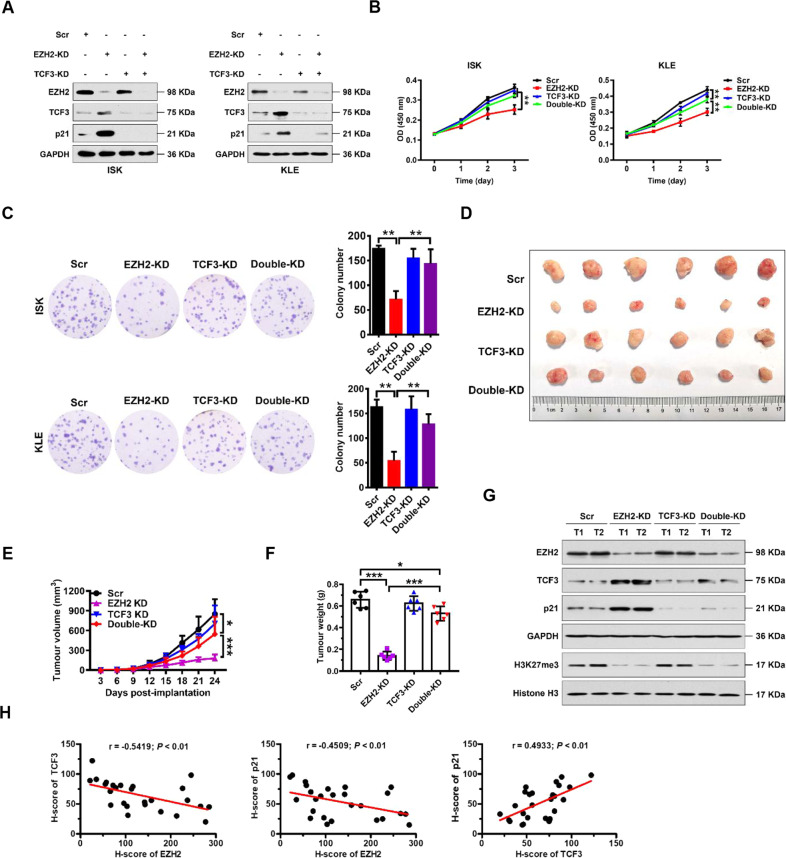
EZH2 promotes proliferation of EC cells by directly repressing TCF3. **A** Immunoblots of EZH2, TCF3, or p21 following knocking down of EZH2 or TCF3 individually or simultaneously in ISK (left) and KLE (right) cells. GAPDH was used as internal loading control. **B**, **C** Cellular proliferation measured by CCK8 (**B**) and colony formation (**C**) assays following knockdown of EZH2 or TCF3 individually or simultaneously in ISK and KLE cells (*as indicated*). **P < 0.01 vs. indicated control. **D**–**F** Photograph (**D**), tumor volumes (**E**), and tumor masses (**F**) of excised xenograft tumors from scrambled (Scr) control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD groups. Data are presented as the means ± SD; ***P < 0.001, *P < 0.05 vs. indicated control. **G** Western blotting analysis of indicated proteins in excised xenograft tumors from Scr control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD groups. GAPDH and histone H3 were used as endogenous loading controls. **H** Pearson correlation scatter plot of H scores (protein levels) of EZH2 and TCF3 (left) or p21 (middle), or H scores (protein levels) of TCF3 and p21 (right) in human EC (*n* = 26).

To further characterize this putative EZH2/TCF3/p21 regulatory axis in vivo, we exploited a subcutaneous xenograft tumor model using KLE cells with EZH2 knockdown or TCF3 knockdown individually or simultaneously. In line with the in vitro results, we observed that knockdown of EZH2 alone significantly inhibited tumor growth. However, the inhibitory effect by EZH2 knockdown was largely abrogated by TCF3 knockdown (Fig. 4D–F). Of note, there were no significant differences in the weight of mice at any time between experimental groups (Supplementary Fig. S4B). The intratumoral levels of EZH2, H3K27me3, TCF3, p21, and Ki67 were analyzed by western blot and immunohistochemical staining (IHC) (Fig. 4G and Supplementary Fig. S4C). Interestingly, the expression levels of EZH2 correlated inversely with levels of TCF3 and p21, and levels of TCF3 and p21 correlated positively in human EC tissues (Fig. 4H). These results indicate that in the EZH2/TCF3/p21 axis, EZH2 is a negative regulator of TCF3 and of p21, and TCF3 is a positive regulator of p21 in vitro and in vivo.

### DNMT3B mediates TCF3 promoter methylation independently of EZH2

DNA methyltransferases (DNMTs), which methylate DNA at CpG islands, play important roles in modulating gene expression during tumorigenesis. Intriguingly, when we examined the human TCF3 promoter region (~2.5 kb upstream of the TSS) using MethPrimer software [19], three potential CpG islands were identified: Island 1: −1545 bp ~ −1378 bp; Island 2: −1218 bp ~ −1072 bp; Island 3: −1032 bp ~ −413 bp (Supplementary Fig. S5A). Therefore, we assessed possible methylation at these islands using the DNA methylation inhibitor 5-Aza-2’-deoxycytidine (5-Aza) to test involvement of DNA methylation in the regulation of expression of TCF3, p21, and EZH2. We found that TCF3 expression, and expression of its two variants (E12 and E47) could be upregulated in a dose-dependent manner by 5-Aza treatment KLE cells, suggesting that DNA methylation regulates TCF3 expression in EC cells (Fig. 5A, B). In addition, p21 expression was also activated by 5-Aza treatment, whereas EZH2 expression was unaffected by 5-Aza (Fig. 5A, B). Similar effects were observed in ISK cells (Fig. 5B). We did not observe changes in global cellular levels of H3K27me3 nor enrichment of H3K27me3 on the TCF3 promoter (Supplementary Fig. S5B, C). We found that 5-Aza treatment significantly inhibited proliferation of ISK and KLE cells (Supplementary Fig. S5D).

**Fig. 5:**
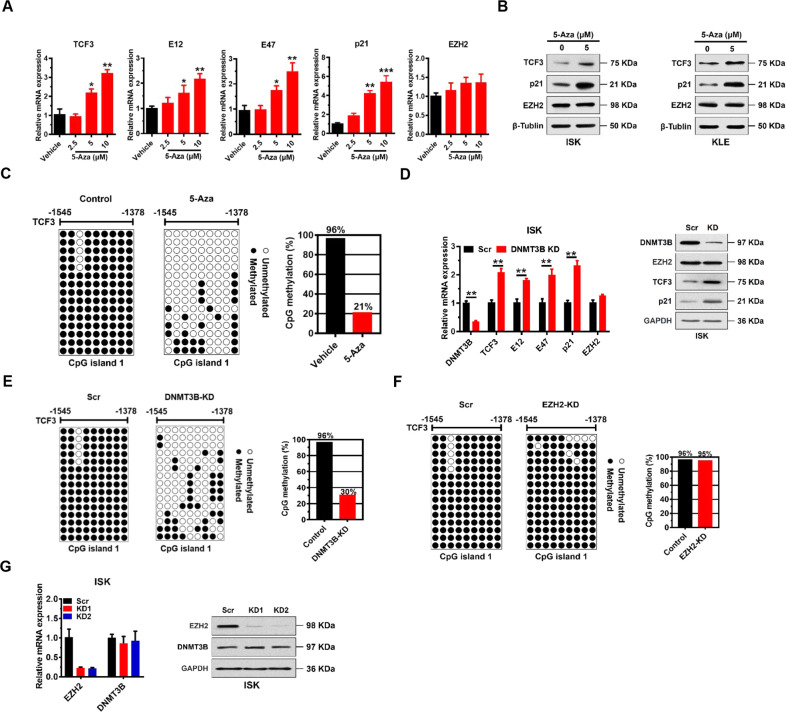
DNMT3B mediates TCF3 promoter methylation independently of EZH2. **A** Relative mRNA expression levels of indicated proteins normalized to GAPDH analyzed by quantitative real-time PCR in KLE cells treated with 5-Aza for 7 days. Data shown are mean ± SD (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001 vs. vehicle treatment. **B** Immunoblots of TCF3, p21, and EZH2 in ISK and KLE lysates after 5 μM 5-Aza treatment for 7 days. β-Tubulin served as a loading control. **C** Bisulfite sequencing analysis of the TCF3 promoter (CpG island 1) in KLE cells treated with vehicle control or 5 μM 5-Aza for 4 days. **D** qRT-PCR (left) and immunoblots (right) of indicated proteins in ISK cells after DNMT3B knockdown. **P < 0.01 vs. Scr control. **E** Bisulfite sequencing analysis of the TCF3 promoter (CpG island 1) in ISK cells after DNMT3B knockdown. Each row shows the methylation status of individual CpG dinucleotides derived from sequence analysis of 15 representative individual cloned polymerase chain reaction (PCR) products of CpG island 1 after bisulfite modification. The numbers at the top represent the positions of the CpG dinucleotides relative to the transcriptional start site (TSS) of the TCF3 gene. **F** Bisulfite sequencing analysis of the TCF3 promoter (CpG island 1) in ISK cells after EZH2 knockdown as in (**E**). **G** qRT-PCR (left) and immunoblot (right) analysis showing DNMT3B mRNA and protein levels in ISK cells after EZH2 knockdown. GAPDH was used as a loading control.

To dissect TCF3 promoter methylation status, we isolated DNA from KLE cells, and performed bisulfite-sequencing PCR (BSP) assays. BSP results indicated that CpG Island 1 was heavily methylated (96.3%), while Island 2 and Island 3 were hypomethylated (10.7% and ~0%, respectively) in normal KLE cells (Supplementary Fig. S5E). Thus, CpG Island 1 seemed to be the key methylation site. In this regard, we found that methylation levels of CpG Island 1 were significantly reduced by 5-Aza treatment (20.7%) compared to vehicle treatment (96.3%) (Fig. 5C).

There are three main DNMTs: DNMT1, DNMT3A, and DNMT3B that mediate DNA methylation in cells. To identify the methyltransferase responsible for methylation of the TCF3 promoter in KLE cells, we knocked down DNMT1, DNMT3A, and DNMT3B individually, and tested the effect on TCF3 and p21 expression (Supplementary Fig. S5F-G). We found that DNMT3B knockdown significantly upregulated TCF3, E12, E47, and p21 mRNA and protein expression (Fig. 5D), whereas no significant changes in expression of TCF3 or p21 were observed in DNMT1 and DNMT3A knockdown cells (Supplementary Fig. S5F, G).

To further confirm that DNMT3B directly controls methylation the TCF3 promoter, we performed BSP analysis of CpG island 1 DNA of the TCF3 promoter when DNMT3B was knocked down. We found that methylation of CpG island 1 of the TCF3 promoter was reduced to 30% in DNMT3B knockdown cells compared to 96.3% in Scr cells (Fig. 5E). In contrast, we observed no change in DNA methylation of CpG island 1 of the TCF3 promoter in EZH2 knockdown cells (Fig. 5F). Of note, EZH2 expression was not affected by DNMT3B knockdown (Fig. 5D), and DNMT3B expression was not affected by EZH2 knockdown (Fig. 5G). These results indicate that DNMT3B mediates methylation of the TCF3 promoter, and does so in an EZH2-independent manner.

### DNMT3B/TCF3/p21 axis promotes EC cell proliferation

We further evaluated the role of DNMT3B in EC cell proliferation by knocking down DNMT3B. We found that DNMT3B knockdown significantly inhibited proliferation and colony formation of ISK and KLE cells (Supplementary Fig. S6A, B). Furthermore, we found that TCF3 knockdown significantly blocked p21 upregulation by DNMT3B knockdown in both ISK and KLE cells (Supplementary Fig. S6C, D). We observed the same effect of TCF3 knockdown on rescuing cell growth and colony formation defects in DNMT3B cells (Supplementary Fig. S6E, F). In addition, we observed that downregulation of p21 expression by ectopically overexpressing DNMT3B was reversed by simultaneously overexpressing TCF3 in EC cells (Supplementary Fig. S8E, F). TCF3 overexpression also reversed the proliferative and colony formation effects exhibited by DNMT3B-overexpressing cells (Supplementary Fig. S8G, H). Thus, these results demonstrate that DNMT3B may promote EC cell proliferation by repressing TCF3 expression in vitro.

To further investigate the clinical relevance of DNMT3B expression in patients with EC, we examined DNMT3B expression in EC tissue specimens from a cohort of 26 EC patients by immunohistochemistry using a specific anti-DNMT3B antibody (Supplementary Table S1). Significantly higher expression levels of DNMT3B were observed in EC tissues compared with matched adjacent normal tissues from EC patients, and DNMT3B was predominantly localized in the nuclei of glandular epithelial cells (Supplementary Fig. S6G). Notably, DNMT3B expression correlated with increased tumor invasion and higher grade, but not with lymph node status (Supplementary Table S1). These results are consistent with meta-analysis of transcriptome data extracted from The Cancer Genome Atlas (TCGA) Data Portal, which show that DNMT3B mRNA levels in EC patient tumor tissues were significantly higher than adjacent normal tissues (Supplementary Fig. S6H). Importantly, EC patients with high DNMT3B expression had shorter overall survival (Supplementary Fig. S6I). Interestingly, expression levels of DNMT3B correlated inversely with expression of TCF3 and p21 in EC tissues (Supplementary Fig. S6J). These results indicate that DNMT3B protein levels were upregulated in EC tissues, and suggest that high levels of DNMT3B expression may correlate with poor prognosis in EC.

### GSK126 and 5-Aza act synergistically in EC

Given that EZH2 and DNMT3B promote EC cell proliferation through epigenetic activation of TCF3, we sought to test whether combined inhibition of EZH2 and DNMT3B would exert a better therapeutic effect in EC. To this end, we initially examined the effect of a combination of GSK126 and 5-Aza on cell proliferation. Heatmap and Combination index (CI) [20] plots of combination treatment of GSK126 with 5-Aza showed that the two reagents synergistically improved the anti-proliferative effect on EC cells (CI < 0.8, Fig. 6A). Based on these results, designated concentrations of GSK126 (5 μM) and 5-Aza (5 μM) were used in further cellular studies. Results of western blot assays demonstrated that the selected combination of GSK126 and 5-Aza achieved robust activation of TCF3 and p21 expression (Fig. 6B). Combinational treatment with GSK126 and 5-Aza profoundly blocked proliferation and colony formation capacity of EC cells (Fig. 6C, D). Similar synergistic results were obtained from the combinational treatment with EPZ-6438 and 5-Aza on EC cells (Supplementary Fig. S9A–D).

**Fig. 6:**
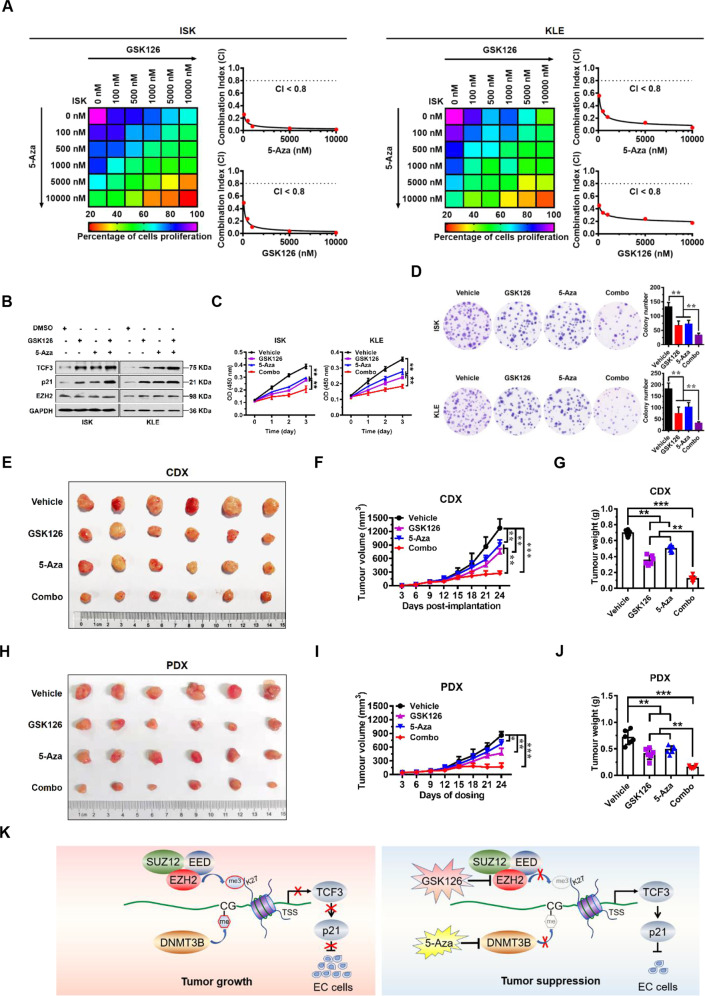
Synergistic effect of combined treatment with GSK126 and 5-Aza in human EC. **A** Drug dose-response matrix for growth inhibition of ISK (left) and KLE (right) cells following 7-day culture with GSK126 plus 5-Aza. Color gradation indicates percentage viability at the indicated dose combination. Combination index (CI) plots for 5 μM 5-Aza (top) or GSK126 (bottom) with graded doses of 5-Aza or GSK126 in ISK and KLE cells. **B** Immunoblots of TCF3, p21, and EZH2 protein in ISK (left) and KLE (right) cells following treatment with GSK126 (5 μM) or 5-Aza (5 μM), or combination for 7 days. GAPDH was used as a loading control. **C**, **D** CCK8 (**C**) and colony formation (**D**) assay were performed to evaluate the effect of the combination treatment with GSK126 and 5-Aza on cell proliferation of ISK and KLE cells. **P < 0.01 vs. indicated control. **E**–**G** Photograph (**E**), tumor volumes (**F**), and tumor masses (**G**) of ISK cell-derived xenograft tumors excised from mice treated with GSK126 (100 mg/kg) or 5-Aza (2.5 mg/kg) or combination. Data are presented as the means ± SD; **P < 0.01, ***P < 0.001 vs. indicated control. **H**–**J** Photograph (**H**), tumor volumes (**I**), and tumor masses (**J**) of patient-derived xenograft tumors excised from mice treated with GSK126 (100 mg/kg) or 5-Aza (2.5 mg/kg) or combination. Data are presented as the means ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 vs. vehicle control. **K** Model of EC progression driven by PRC2 complex (EZH2, EED, and SUZ12) and DNMT3B. PRC2 complex and DNMT3B epigenetically repress transcription of TCF3 and p21, and promote EC cell proliferation (left). Inhibition of EZH2 and DNMT3B by GSK126 and 5-Aza de-represses TCF3 and p21 expression, and blocks EC tumor growth (right).

To confirm these results in vivo, we utilized both a cell line-derived xenograft (CDX) model and a primary endometrioid adenocancer patient-derived xenograft (PDX) model to test the therapeutic benefits of the EZH2/DNMT3B combo-inhibitor. In the CDX model, daily single treatment with GSK126 (100 mg/kg) or 5-Aza (2.5 mg/kg) had a moderate therapeutic effect, with a tumor growth inhibition (TGI) rate of 41.3% or 29.0%, respectively (Fig. 6E–G). Consistent with the previous in vitro findings, EZH2/DMMT3B combo-inhibitor (GSK126 + 5-Aza) greatly inhibited tumor growth, showing a TGI rate of about 78.7% (Fig. 6E–G), but had no effect on mouse body weight (Supplementary Fig. S7A). These results indicate that the combined intervention had a synergistic inhibitory effect on subcutaneous EC tumor growth. Correspondingly, we also detected higher protein levels of TCF3 and p21 in the combination-treatment group than in the single-treatment groups by western blot and IHC analysis (Supplementary Fig. S7B, C).

Next, we further tested the benefit of the EZH2/DNMT3B combo-inhibitor in the PDX model. We found that daily single treatment with 5-Aza at 2.5 mg/kg had a marginal therapeutic effect, with a TGI rate of 21.7%, and GSK126 at 100 mg/kg had a TGI rate of 45.8%. In contrast, the combination treatment with GSK126 and 5-Aza displayed robust efficacy with very tolerable toxicity, showing a TGI rate of about 80.2% (Fig. 6H–J and Supplementary Fig. S7D), suggesting a synergistic inhibitory effect on PDX EC tumor growth. Consistently, we detected higher protein levels of TCF3 and p21 in the combination-treatment group than in the GSK126- or 5-Aza-single-treatment groups by western blot and IHC analysis (Supplementary Fig. S7E, F). Similar synergistic inhibitory results were obtained from the combinational treatment with EPZ-6438 and 5-Aza on CDX EC tumor growth (Supplementary Fig. S10A–E) and PDX EC tumor growth (Supplementary Fig. S10F–J). Taken together, these data demonstrate that in combination GSK126 and 5-Aza exert profound drug synergy in EC.

## Discussion

In this study, we demonstrated that TCF3 is epigenetically silenced by EZH2 and DNMT3B and functions as a tumor suppressor in endometrial cancer. TCF3 (also called E2A) belongs to the family of basic helix loop helix (bHLH) proteins, and encodes two alternatively spliced variants E12 and E47 [18]. TCF3 proteins form homodimers or heterodimers with other bHLH proteins to conduct their tissue- or cell type-specific functions [21]. TCF3 protein was initially reported to play particularly important roles during lymphocyte development [22], and it is dysregulated in various cancers including lymphoma, pancreatic cancer, breast cancer, colorectal cancer, and prostate cancer [23–27]. Considerable studies had shown that TCF3 protein can act as either a tumor suppressor [27] or an oncoprotein [23]. Thus, there is some ambiguity of the role of TCF3 in cancer development. In the current study, we identified TCF3 as a direct target of EZH2 and DNMT3B, which acts as a tumor suppressor in EC. More importantly, TCF3 expression levels are positively associated with prognosis in EC patients, and inversely correlate well with EZH2 and DNMT3B expression levels in EC samples. Our results, therefore, suggest a potential prognostic value of TCF3 as a biomarker for EC.

Relationships between DNA methylation and histone modification have implications for understanding normal development as well as tumorigenesis [28]. Individual epigenetic modifications, including H3K27me3 and DNA methylation, have physiological functions in normal cells, and cancer cell specificity is hard to achieve therapeutically using a drug that targets a single epigenetic modification [29]. Recent studies indicate that dual inhibition of DNMTs and EZH2 exhibits synergistic antineoplastic activity against human myeloid leukemia cells [30], and can resensitize the resistant myeloma cells to both lenalidomide and pomalidomide in vitro [31]. These data highlight the need to target multiple epigenetic abnormalities through the combined use of an EZH2 inhibitor and 5-Aza. Our results may provide a rational for developing a new therapeutic approach for EC.

In summary, our findings show that the combined application of GSK126 and 5-Aza synergistically inhibited EZH2 and DNMT3B to derepress the expression of TCF3, and profoundly blocked EC tumor progression in mouse models (Fig. 6K). These findings support the notion that targeting the EZH2/DNMT3B/TCF3/p21 axis may be a novel therapeutic strategy to further improve the efficacy of EC treatment.

## Supplementary information

Supplemental figure legends

Supplemental figures and tables

## Data Availability

Our gene-microarray sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE139246.

# Supplementary material for: TCF3 is epigenetically silenced by EZH2 and DNMT3B and functions as a tumor suppressor in endometrial cancer
**Source:** Cell Death Differ. 2021 Jun 26;28(12):3316–28. doi: 10.1038/s41418-021-00824-w
**Supplement:** Supplementary file 1 — Supplemental figure legends

**Supplementary figure legends**

Fig. S1. Upregulation of EZH2 in EC tissues correlates with poor prognosis of patients with EC. (A) H&E staining of tumor tissues of EC patients (n = 26) and matched normal tissue control (n = 26). (B) EZH2 mRNA levels of tumor tissuesof EC patients (EC, n = 543) and matched normal tissue control (Normal, n **=** 23) from the TCGA database. ****P* < 0.001 vs. matched normal tissue control. (C) Kaplan–Meier plots of overall survival of patients with EC, stratified by EZH2 expression. Data were obtained from the TCGA database; log-rank test, *P* = 0.0005.

Fig. S2. **Knockdown of EZH2 has no effect on apoptosis of EC cells.** (A) Relative mRNA expression levels of EZH2 normalized to GAPDH analyzed by quantitative real-time PCR in scrambled control (Scr) or EZH2 knockdown ISK and KLE cells. Data shown are mean ± SD (n = 3). ****P* < 0.001, ***P* < 0.01 vs. Scr control. (B) Flow cytometric apoptosis assay of ISK and KLE cells with or without EZH2 knockdown.

Fig. S3. **TCF3 regulates p21 expression and its expression levels correlate with EC** prognosis. (A) Diagram showing positions of ChIP primers at the p21 promoter (*top*). ChIP-qPCR analysis of H3K27me3 and H3K27me2 enrichment on p21 promoter (*bottom*). (B) Immunoblots of EZH2 and p53 protein in Scr or EZH2 knockdown ISK and KLE cells. GAPDH served as a loading control. (**C**) Effect of enforced expression of EZH2 on TCF3 protein levels in ISK (Left) and KLE (KLE) cells. GAPDH served as a loading control. (D) Immunoblots of EZH2 and H3K27me3 protein in Scr or EZH2 knockdown ISK cells. GAPDH and histone H3 served as loading controls. (E) Kaplan–Meier plots of overall survival of EC patients stratified by TCF3 expression. Data were obtained from TCGA database; log-rank test, *P* = 0.0001.

Fig. S4. The EZH2/TCF3/p21 axis promotes EC progression. (**A**)Relative mRNA expression levels of EZH2, TCF3 and p21 in xenograft tumors excised from mice analyzed by quantitative real-time PCR in scrambled (Scr) control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD groups. GAPDH was used as an endogenous control. Data shown are mean ± SD (n = 3). ***P* < 0.01 vs. indicated control. (**B**) The body weights of mice carrying xenograft tumors measured every two days after post-implantation in scrambled (Scr) control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD mice. (**C**) H&E and immunohistochemical (IHC) staining of EZH2, TCF3, p21, H3K27me3, and Ki67 protein in sections from xenograft tumor tissues excised from scrambled (Scr) control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD groups (*left*). Total IHC score of stained proteins from scrambled (Scr) control, EZH2-KD, TCF3-KD, and EZH2-KD + TCF3-KD groups. ***P* < 0.001 vs. indicated control (*right*). Scale bars, 50 μm.

Fig. S5. Identification of DNA methyltransferases at the TCF3 promoter. (**A**) CpG islands (Island 1, 2, and 3) at the human TCF3 promoter region (~2.5 kb upstream of the transcriptional start site, TSS) were predicated using online MethPrimer software. The numbers at the bottom represent the positions of the CpG dinucleotides relative to the TSS. (**B**) Immunoblots of H3K27me3 protein in ISK and KLE cells after 5 μM 5-Aza treatment for 7 days. Histone H3 served as a loading control. (**C**) Enrichment of H3K27me3 on TCF3 promoter detected by ChIP-qPCR in ISK cells after treatment with vehicle or 5 μM 5-Aza for 7 days. Data shown are mean ± SD (n = 3). ***P* <0.01 vs. IgG control. The same primers were used for ChIP as in Fig. 3C. (D) The effect of 5-Aza on cellular proliferation measured by CCK8 assay. ISK cells were treated with vehicle or 5 μM 5-Aza for 4 days. Data shown are mean ± SD (n = 3). ****P* <0.001 vs. vehicle control. (**E**) The DNA methylation of three predicated CpG islands at the TCF3 promoter analyzed by bisulfite sequencing PCR (BSP). Each row shows the methylation status of individual CpG dinucleotides determined by sequence analysis of 15 representative individual cloned polymerase chain reaction (PCR) products of the TCF3 genes after bisulfite modification from ISK cells. (**F**) Relative mRNA expression levels of DNMTs, TCF3, and p21 in DNMT1, DNMT3A, and DNMT3B knockdown ISK cells. GAPDH was used as an endogenous control. Data shown are mean ± SD (n = 3). ***P* <0.01 vs. Scr control. (G) Immunoblots of DNMT1 or DNMT3A, and TCF3 and p21 in DNMT1 knockdown and in DNMT3A knockdown ISK cells. GAPDH served as a loading control.

Fig. S6. DNMT3B accelerates the proliferation of EC cells by directly repressing TCF3 *in vitro.* (A, B) Cell proliferation measured by CCK8 (A) and colony formation (B) assay after DNMT3B knockdown in ISK and KLE cells. ***P* < 0.01 vs. Scr. (**C**) Immunoblots of DNMT3B, TCF3, p21, and EZH2 proteins following knockdown of DNMT3B and TCF3 individually or simultaneously in ISK (*left*) and KLE (*right*) cells. GAPDH was used as an internal loading control. (D) Relative mRNA expression levels of EZH2, DNMT3B, TCF3, or p21 in ISK and KLE cells from the scrambled (Scr) control, DNMT3B-KD, TCF3-KD, and Double-KD (DNMT3B-KD + TCF3-KD) groups. GAPDH was used as an endogenous control. Data shown are mean ± SD (n = 3*).* ***P* < 0.01 vs. Scr control. (**E, F**) Cellular proliferation measured by CCK8 (**E**) and colony formation assay (**F**) following knockdown of DNMT3B and TCF3 individually or simultaneously in ISK and KLE cells. ******P* < 0.001, ***P* < 0.01 vs. Scr. (**G**) IHC staining of DNMT3B protein in matched human normal and EC tissues (*left*). Representative micrographs are shown in original magnification (400×). Scale bars, 50 μm. Total IHC score of DNMT3B in matched human normal and EC tissues (n = 26). ****P* < 0.001 vs. Normal control (*right*). (H) DNMT3B mRNA levels in tumor tissuesof EC patients (EC, n = 543) and matched normal tissue controls (Normal, n **=** 23) from the TCGA database. ****P* < 0.001 vs. matched normal tissue control. (I) Kaplan–Meier plots of overall survival of EC patients, stratified by DNMT3B expression. Data were obtained from the TCGA database; log-rank test, *P* = 0.0057. (**J**) Pearson correlation scatter plot of H scores of DNMT3B and TCF3 (*left*) or of DNMT3B and p21 (*right*) in human EC (n = 26).

Fig. S7. Synergistic effect of the combination of GSK126 and 5-Aza in EC. (A) Body weights of CDX tumor-carrying mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo) measured every two days post-implantation. (**B**) Western blot analysis of indicated proteins in xenograft tumors excised from mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo). GAPDH and histone H3 were used as endogenous loading controls. (**C**) H&E staining and immunohistochemical (IHC) staining of EZH2, TCF3, p21, H3K27me3, and Ki67 protein in xenograft tumor tissues excised from mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo). Scale bars, 20 μm. (**D**) Body weights of PDX tumor-carrying mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo) measured every two days post-implantation. (**E**) Western blot analysis of indicated proteins in PDX tumors excised from mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo). GAPDH and histone H3 were used as endogenous loading controls. (**F**) H&E staining and immunohistochemical (IHC) staining of EZH2, TCF3, p21, H3K27me3, and Ki67 protein in PDX tumor tissues excised from mice treated with vehicle, GSK126 (100 mg/kg), 5-Aza (2.5 mg/kg), or GSK126 + 5-Aza (Combo). Scale bars, 20 μm.

Fig. S8. Ectopic overexpression of TCF3 in EC cells reverses the effect of EZH2/DNMT3B on cell proliferation. **(A**)Immunoblots of EZH2, TCF3 and p21 protein in empty vector (Vector), EZH2-OE (EZH2 overexpression), TCF3-OE (TCF3 overexpression), or Double-OE (EZH2-OE + TCF3-OE) ISK cells. GAPDH served as a loading control. (**B)** Relative mRNA expression levels of EZH2, TCF3 and p21 in ISK cells were analyzed by quantitative real-time PCR in empty vector (Vector), EZH2-OE (EZH2 overexpression), TCF3-OE (TCF3 overexpression), or Double-OE (EZH2-OE + TCF3-OE) groups. GAPDH was used as an endogenous control. Data shown are mean ± SD (n = 3). ***P* < 0.01 vs. indicated control.(**C, D**) Cellular proliferation measured by CCK8 (**C**) and colony formation (**D**) assays following overexpression of EZH2 or TCF3 individually or simultaneously in ISK cells. ***P* < 0.01 vs. indicated control. **(E**)Immunoblots of DNMT3B, TCF3 and p21 protein in empty vector (Vector), DNMT3B-OE (DNMT3B overexpression), TCF3-OE (TCF3 overexpression), or Double-OE (DNMT3B-OE + TCF3-OE) ISK cells. GAPDH served as a loading control. (**F**) Relative mRNA expression levels of DNMT3B, TCF3 and p21 in ISK cells were analyzed by quantitative real-time PCR in empty vector (Vector), DNMT3B-OE (DNMT3B overexpression), TCF3-OE (TCF3 overexpression), or Double-OE (DNMT3B-OE + TCF3-OE) groups. GAPDH was used as an endogenous control. Data shown are mean ± SD (n = 3). ***P* < 0.01 vs. indicated control.(**G, H**) Cellular proliferation measured by CCK8 (**G**) and colony formation (**H**) assays following overexpression of DNMT3B or TCF3 individually or simultaneously in ISK cells. ***P* < 0.01 vs. indicated control.

Fig. S9. Synergistic effect of combined treatment with EPZ-6438 and 5-Aza in EC cells. (A) Drug dose-response matrix for growth inhibition of ISK (*left*) and KLE (*right*) cells following 7-day culture with EPZ-6438 plus 5-Aza. Color gradation indicates percentage viability at the indicated dose combination. Combination index (CI) plots for 5 μM 5-Aza (*top*) or EPZ-6438 (*bottom*) with graded doses of 5-Aza or GSK126 in ISK and KLE cells. (B) Immunoblots of TCF3, p21, and EZH2 protein in ISK (*left*) and KLE (*right*) cells following treatment with EPZ-6438 (5 μM) or 5-Aza (5 μM), or combination for 7 days. GAPDH was used as a loading control. (C, D) CCK8 (C) and colony formation (D) assay were performed to evaluate the effect of the combination treatment with EPZ-6438 and 5-Aza on cell proliferation of ISK and KLE cells. ***P* < 0.01 vs. indicated control.

Fig. S10. Synergistic effect of combined treatment with EPZ-6438 and 5-Aza in vivo.

(A, B, C, D) Photograph (**A**), tumor volumes (**B**), tumor masses **(C)** and body weight (**D**) of ISK cell-derived xenograft tumors excised from mice treated with vehicle, EPZ-6438 (100 mg/kg), 5-Aza (2.5 mg/kg) or combination. Data are presented as the means ± SD; ***P* < 0.01, ****P* < 0.001 vs. indicated control. (**E**) Western blot analysis of indicated proteins in CDX tumors excised from mice treated with vehicle, EPZ-6438 (100 mg/kg), 5-Aza (2.5 mg/kg), or Combo (EPZ-6438 + 5-Aza). GAPDH and histone H3 were used as endogenous loading controls. (**F, G, H, I**) Photograph (**F**), tumor volumes (**G**), tumor masses (**H**), and bodyweight **(I)** of patient-derived xenograft tumors excised from mice treated with EPZ-6438 (100 mg/kg) or 5-Aza (2.5 mg/kg) or combination. Data are presented as the means ± SD; **P* <0.05, ***P* <0.01, ****P* <0.001 vs. indicated control. (**J**) Western blot analysis of indicated proteins in PDX tumors excised from mice treated with vehicle, EPZ-6438 (100 mg/kg), 5-Aza (2.5 mg/kg), or Combo (EPZ-6438 + 5-Aza). GAPDH and histone H3 were used as endogenous loading controls.

# Supplementary material for: TCF3 is epigenetically silenced by EZH2 and DNMT3B and functions as a tumor suppressor in endometrial cancer
**Source:** Cell Death Differ. 2021 Jun 26;28(12):3316–28. doi: 10.1038/s41418-021-00824-w
**Supplement:** Supplementary file 2 — Supplemental figures and tables

**Supplementary figures and tables**

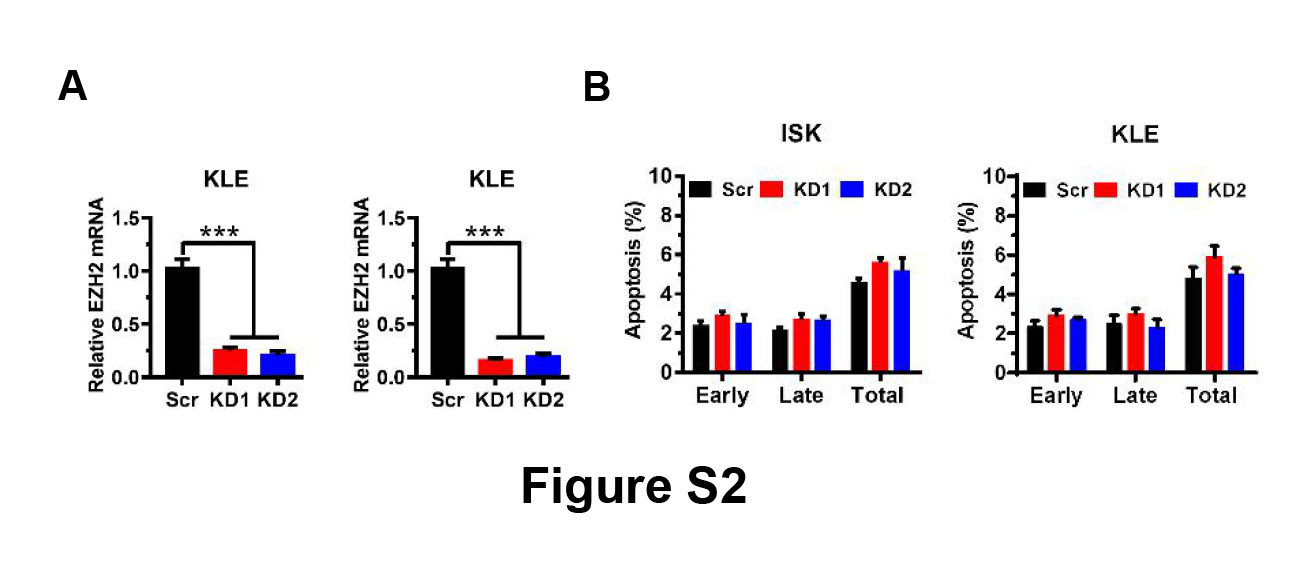

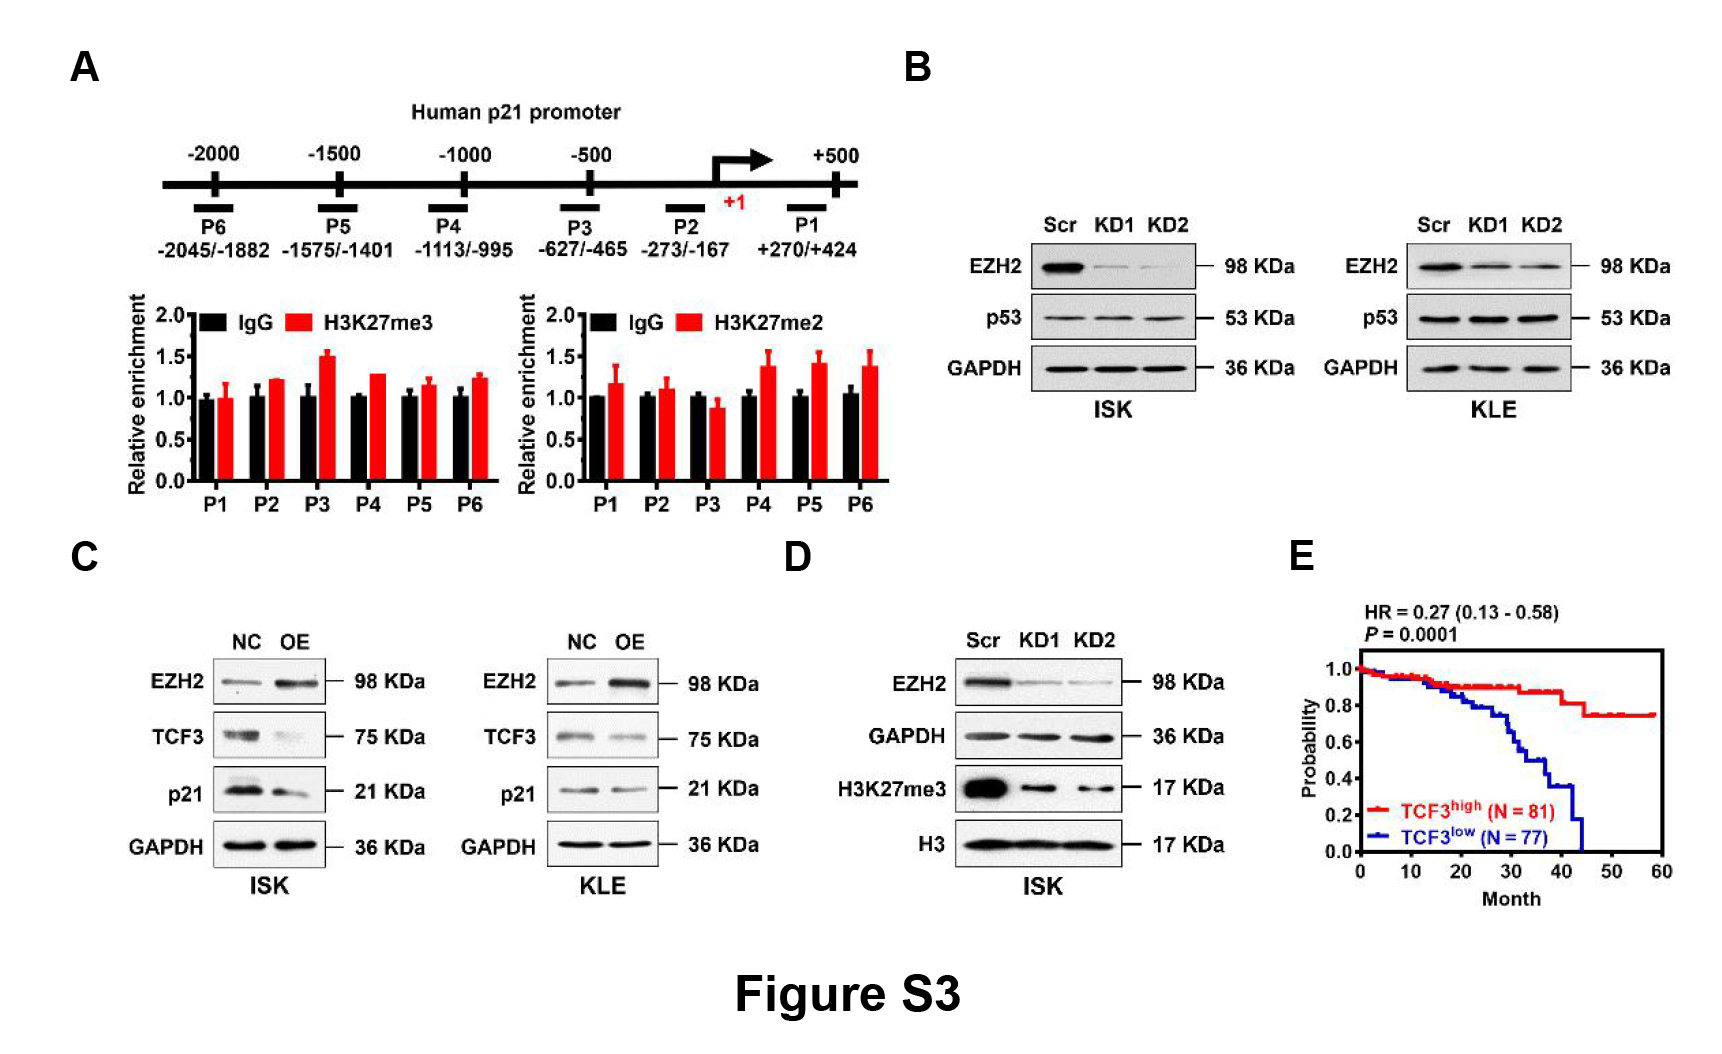

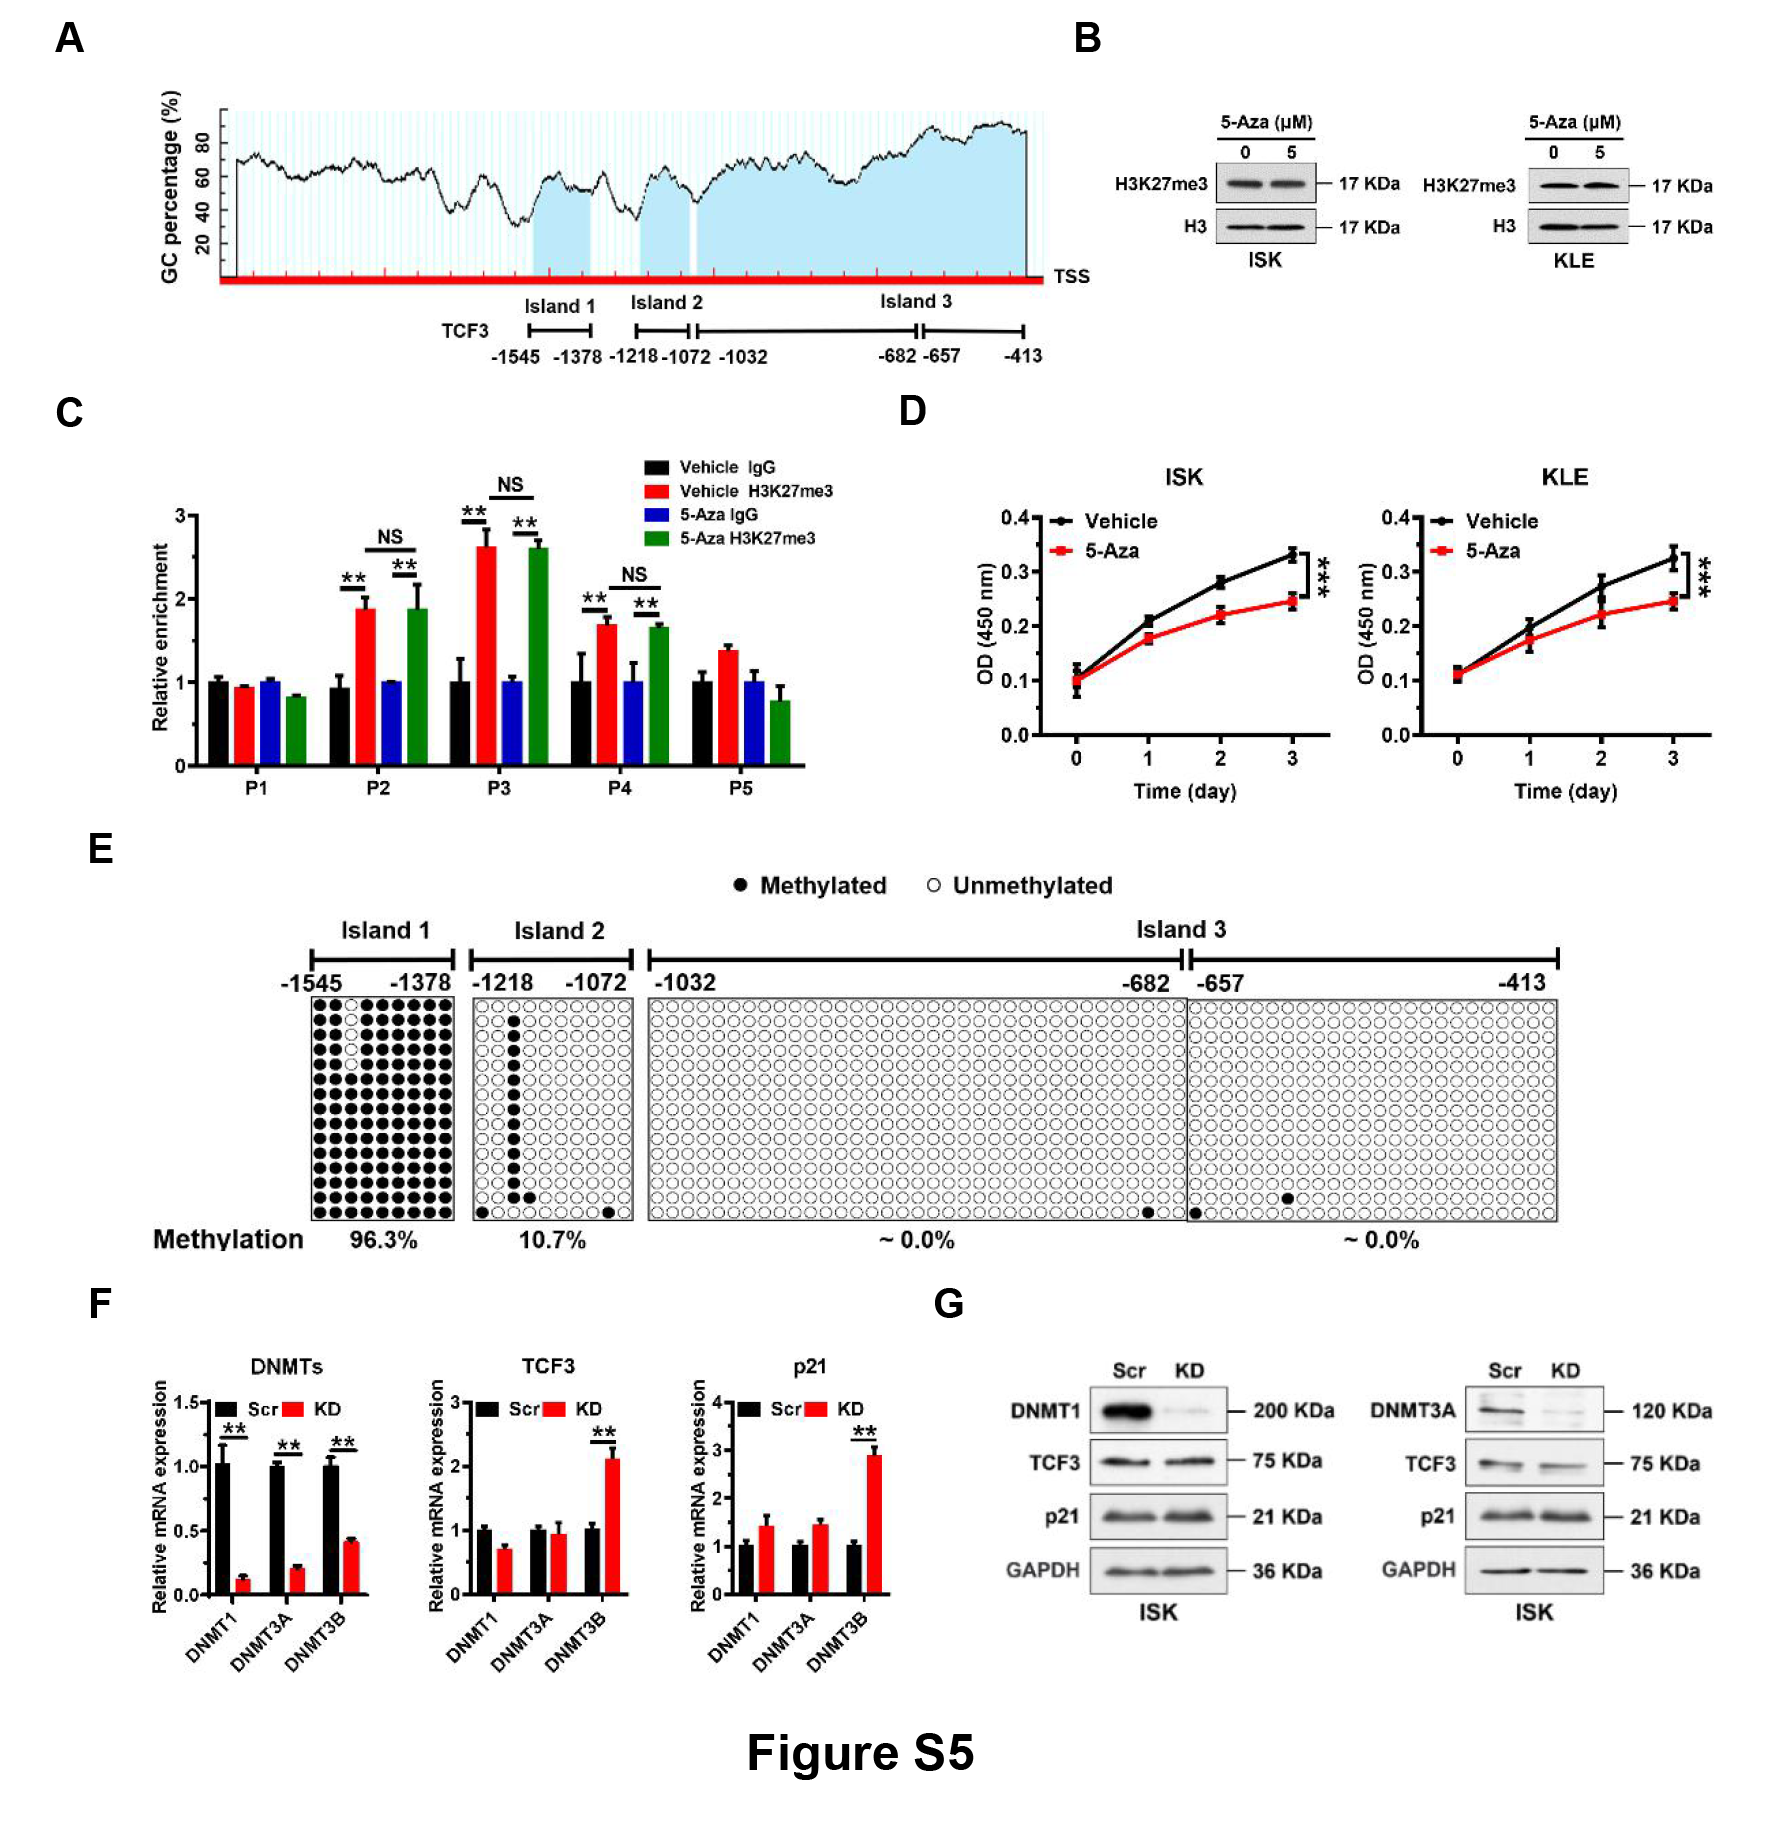

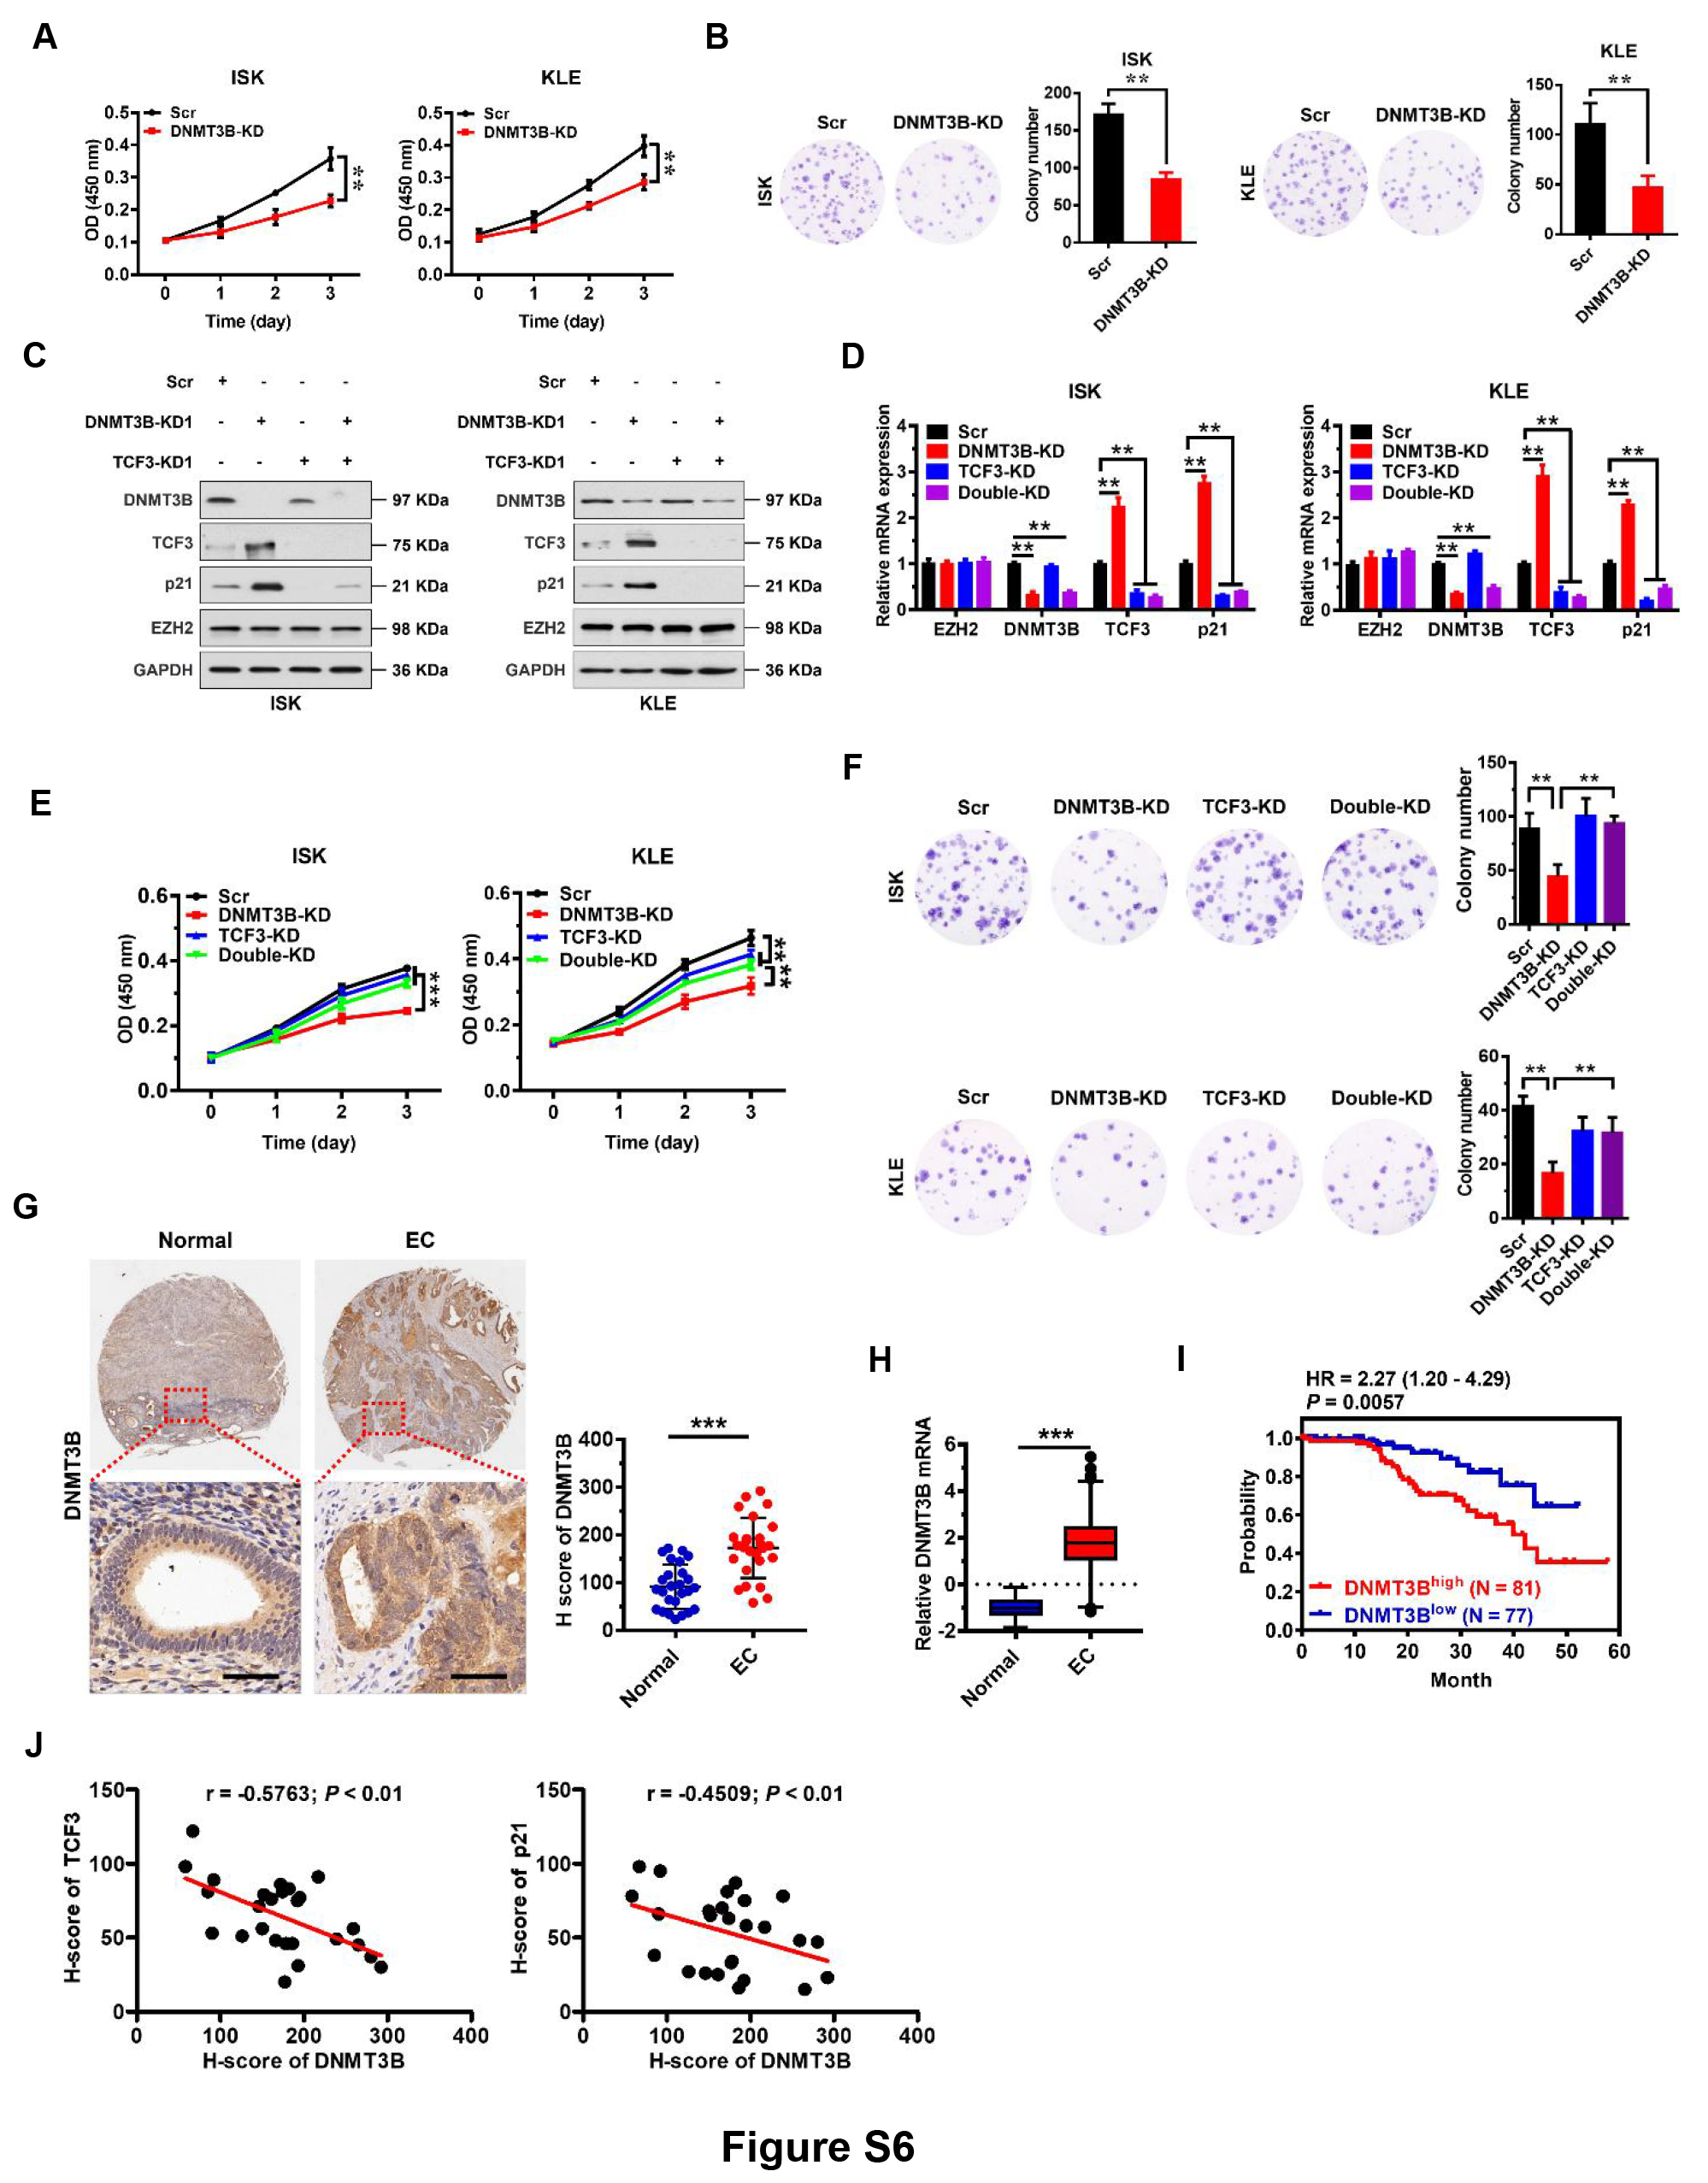

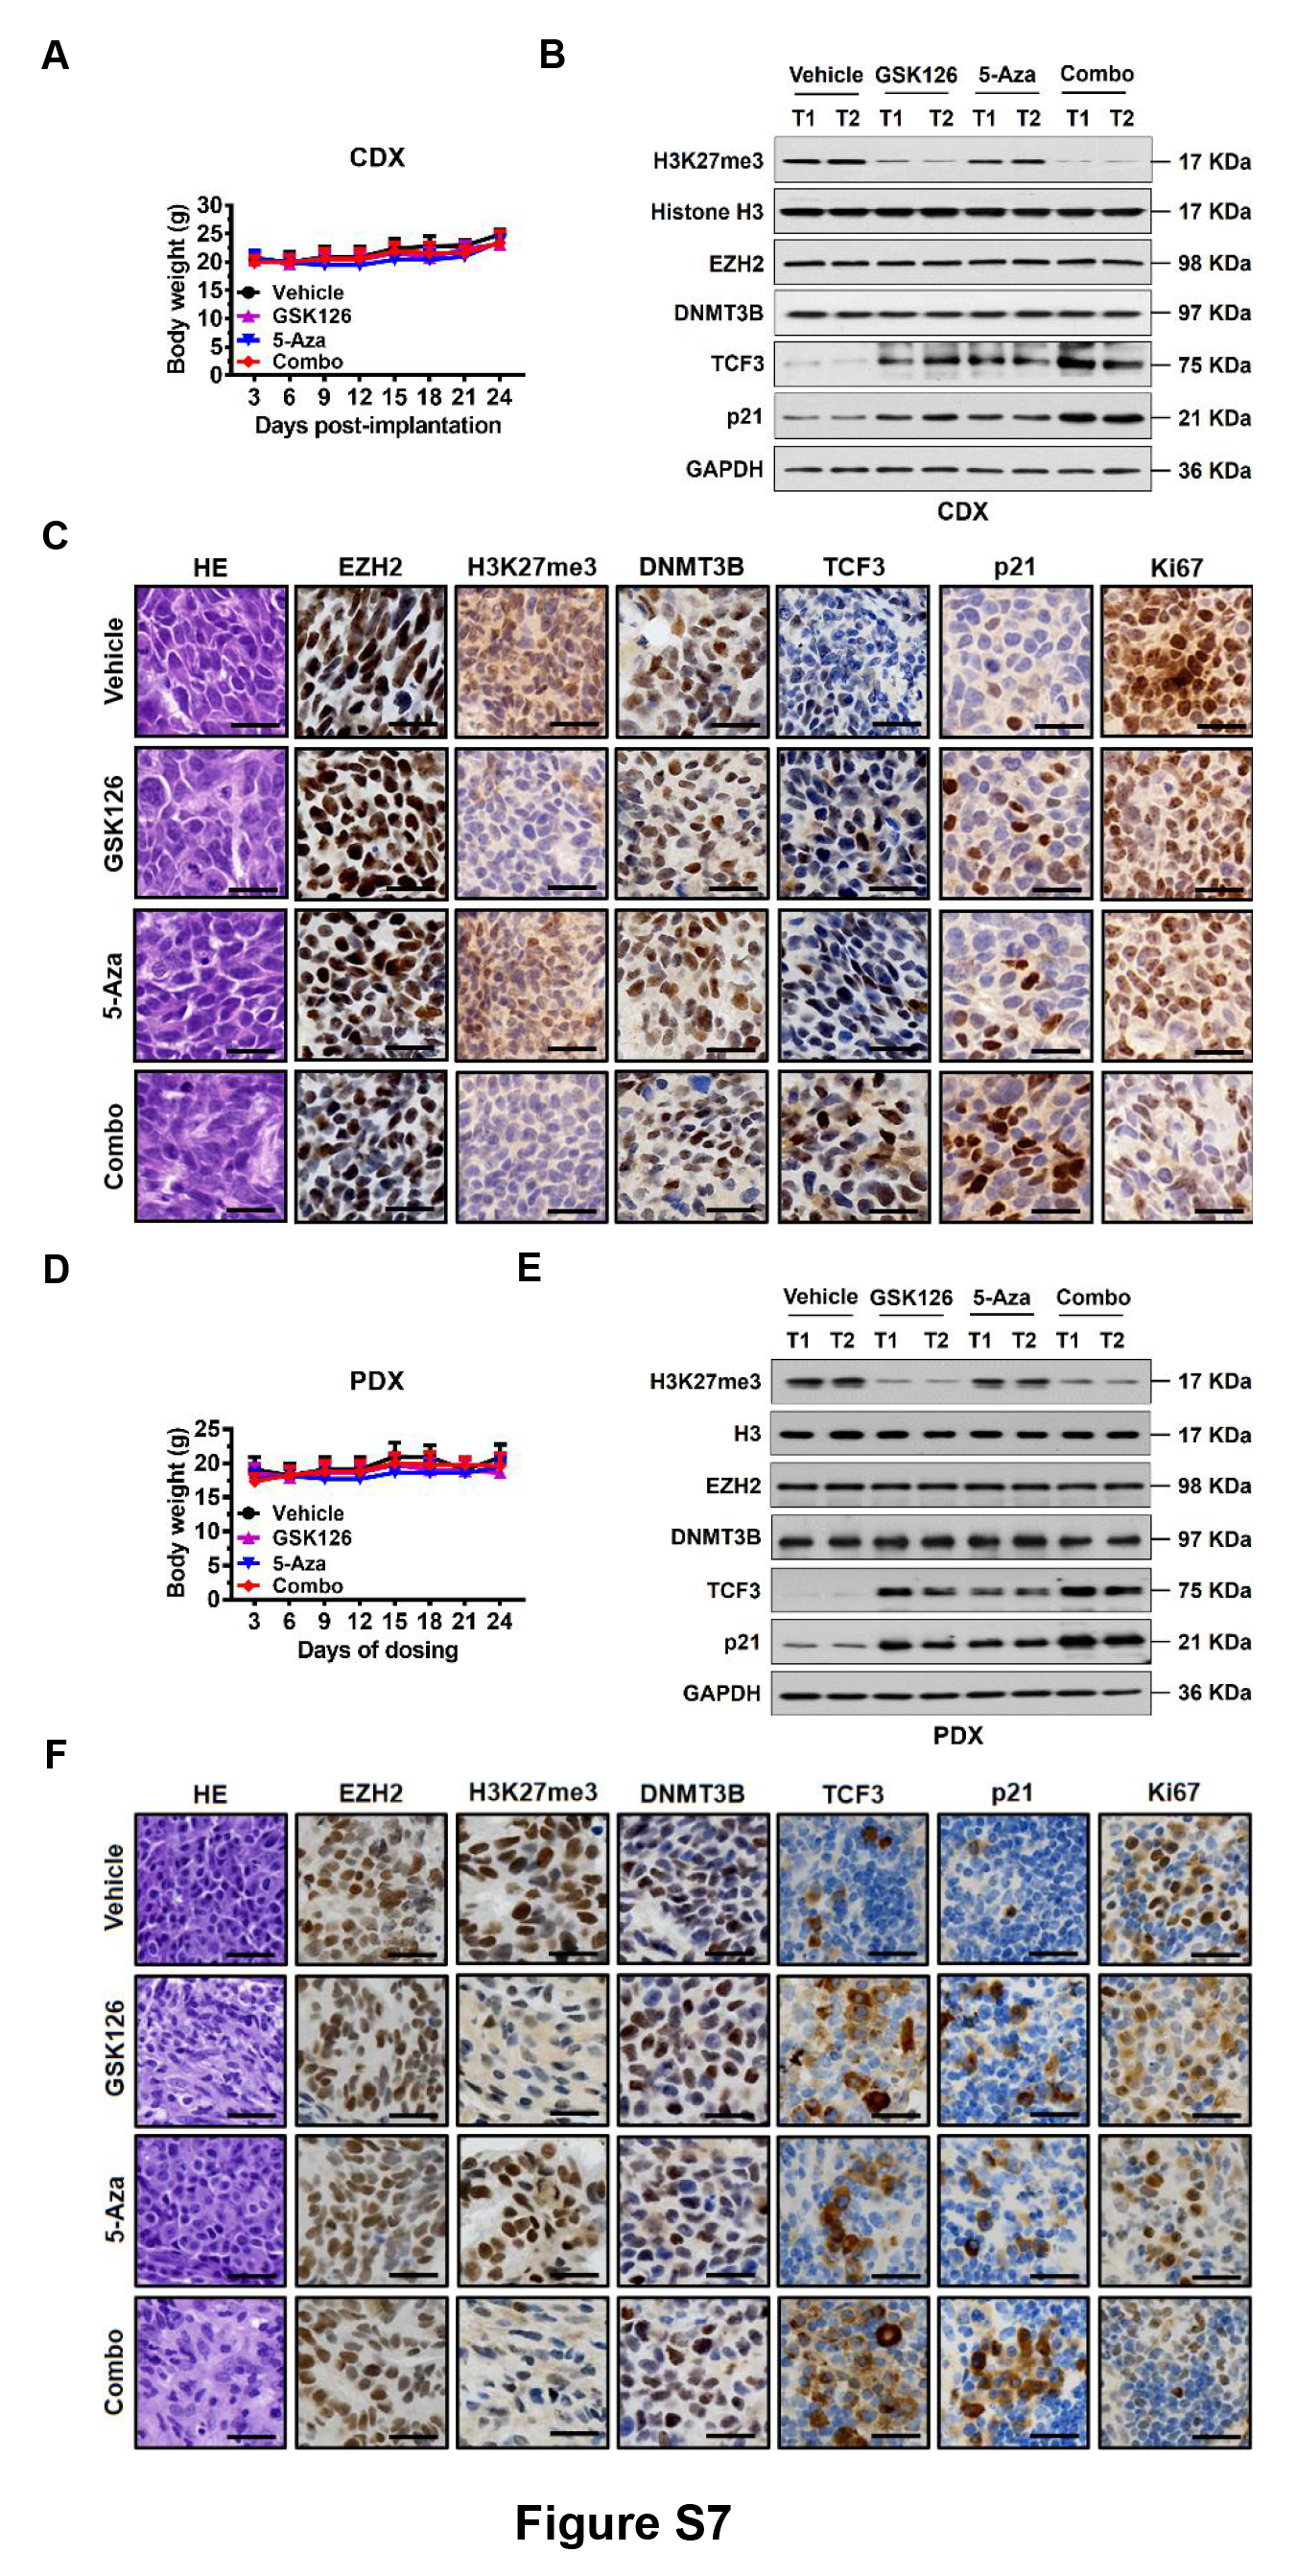

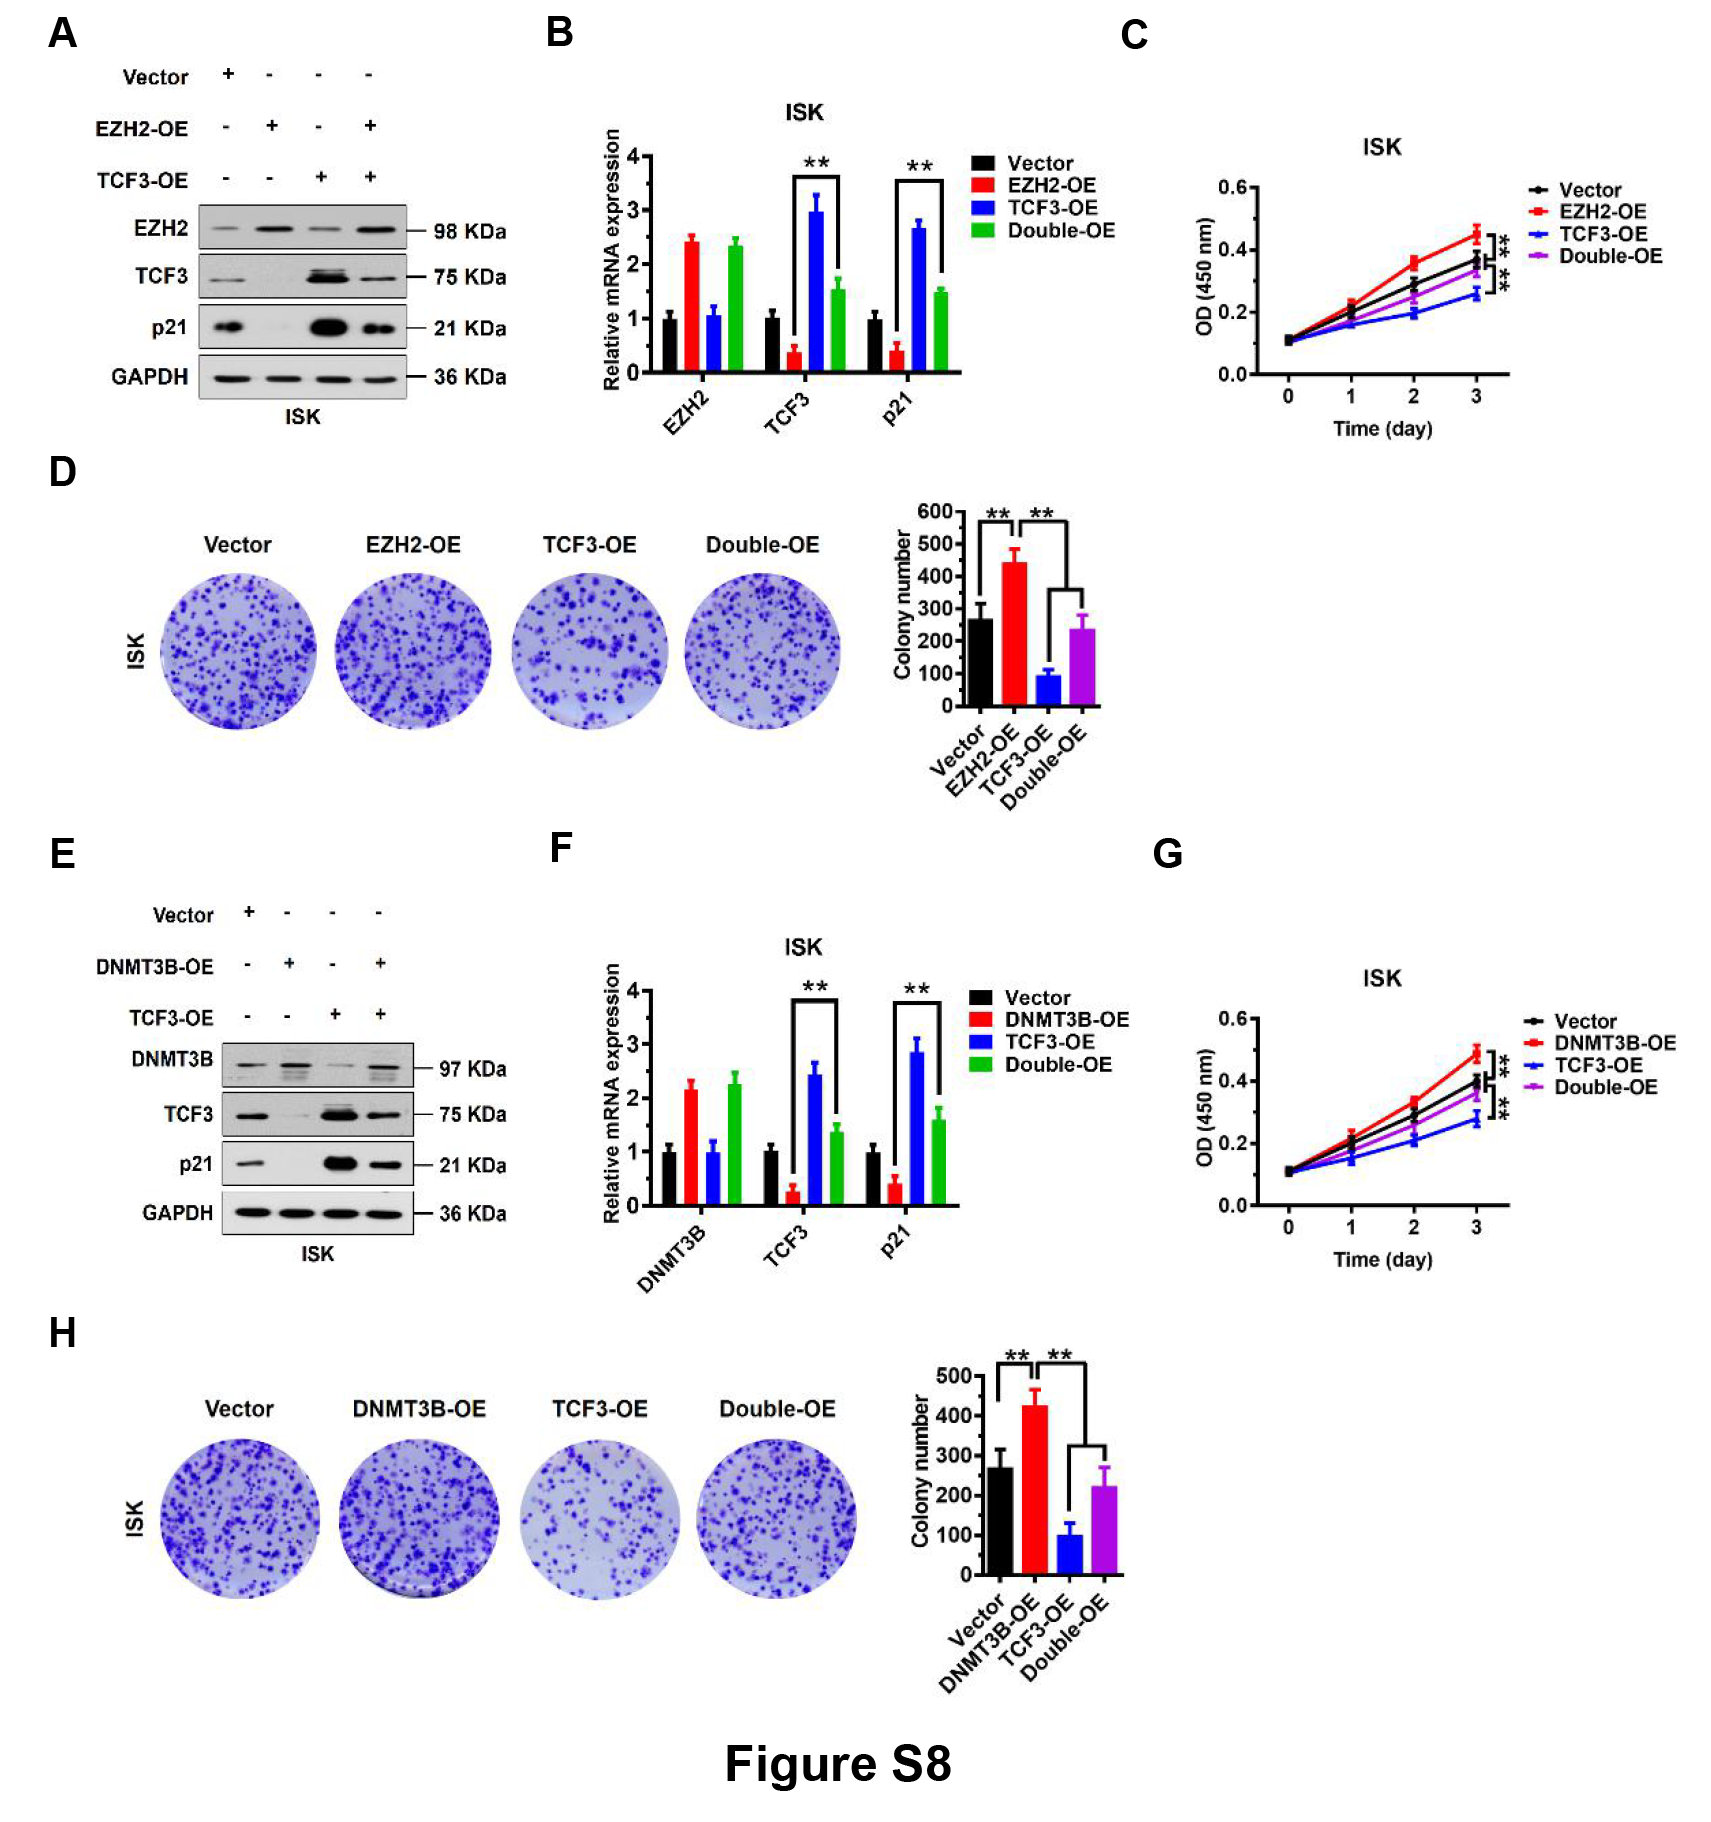

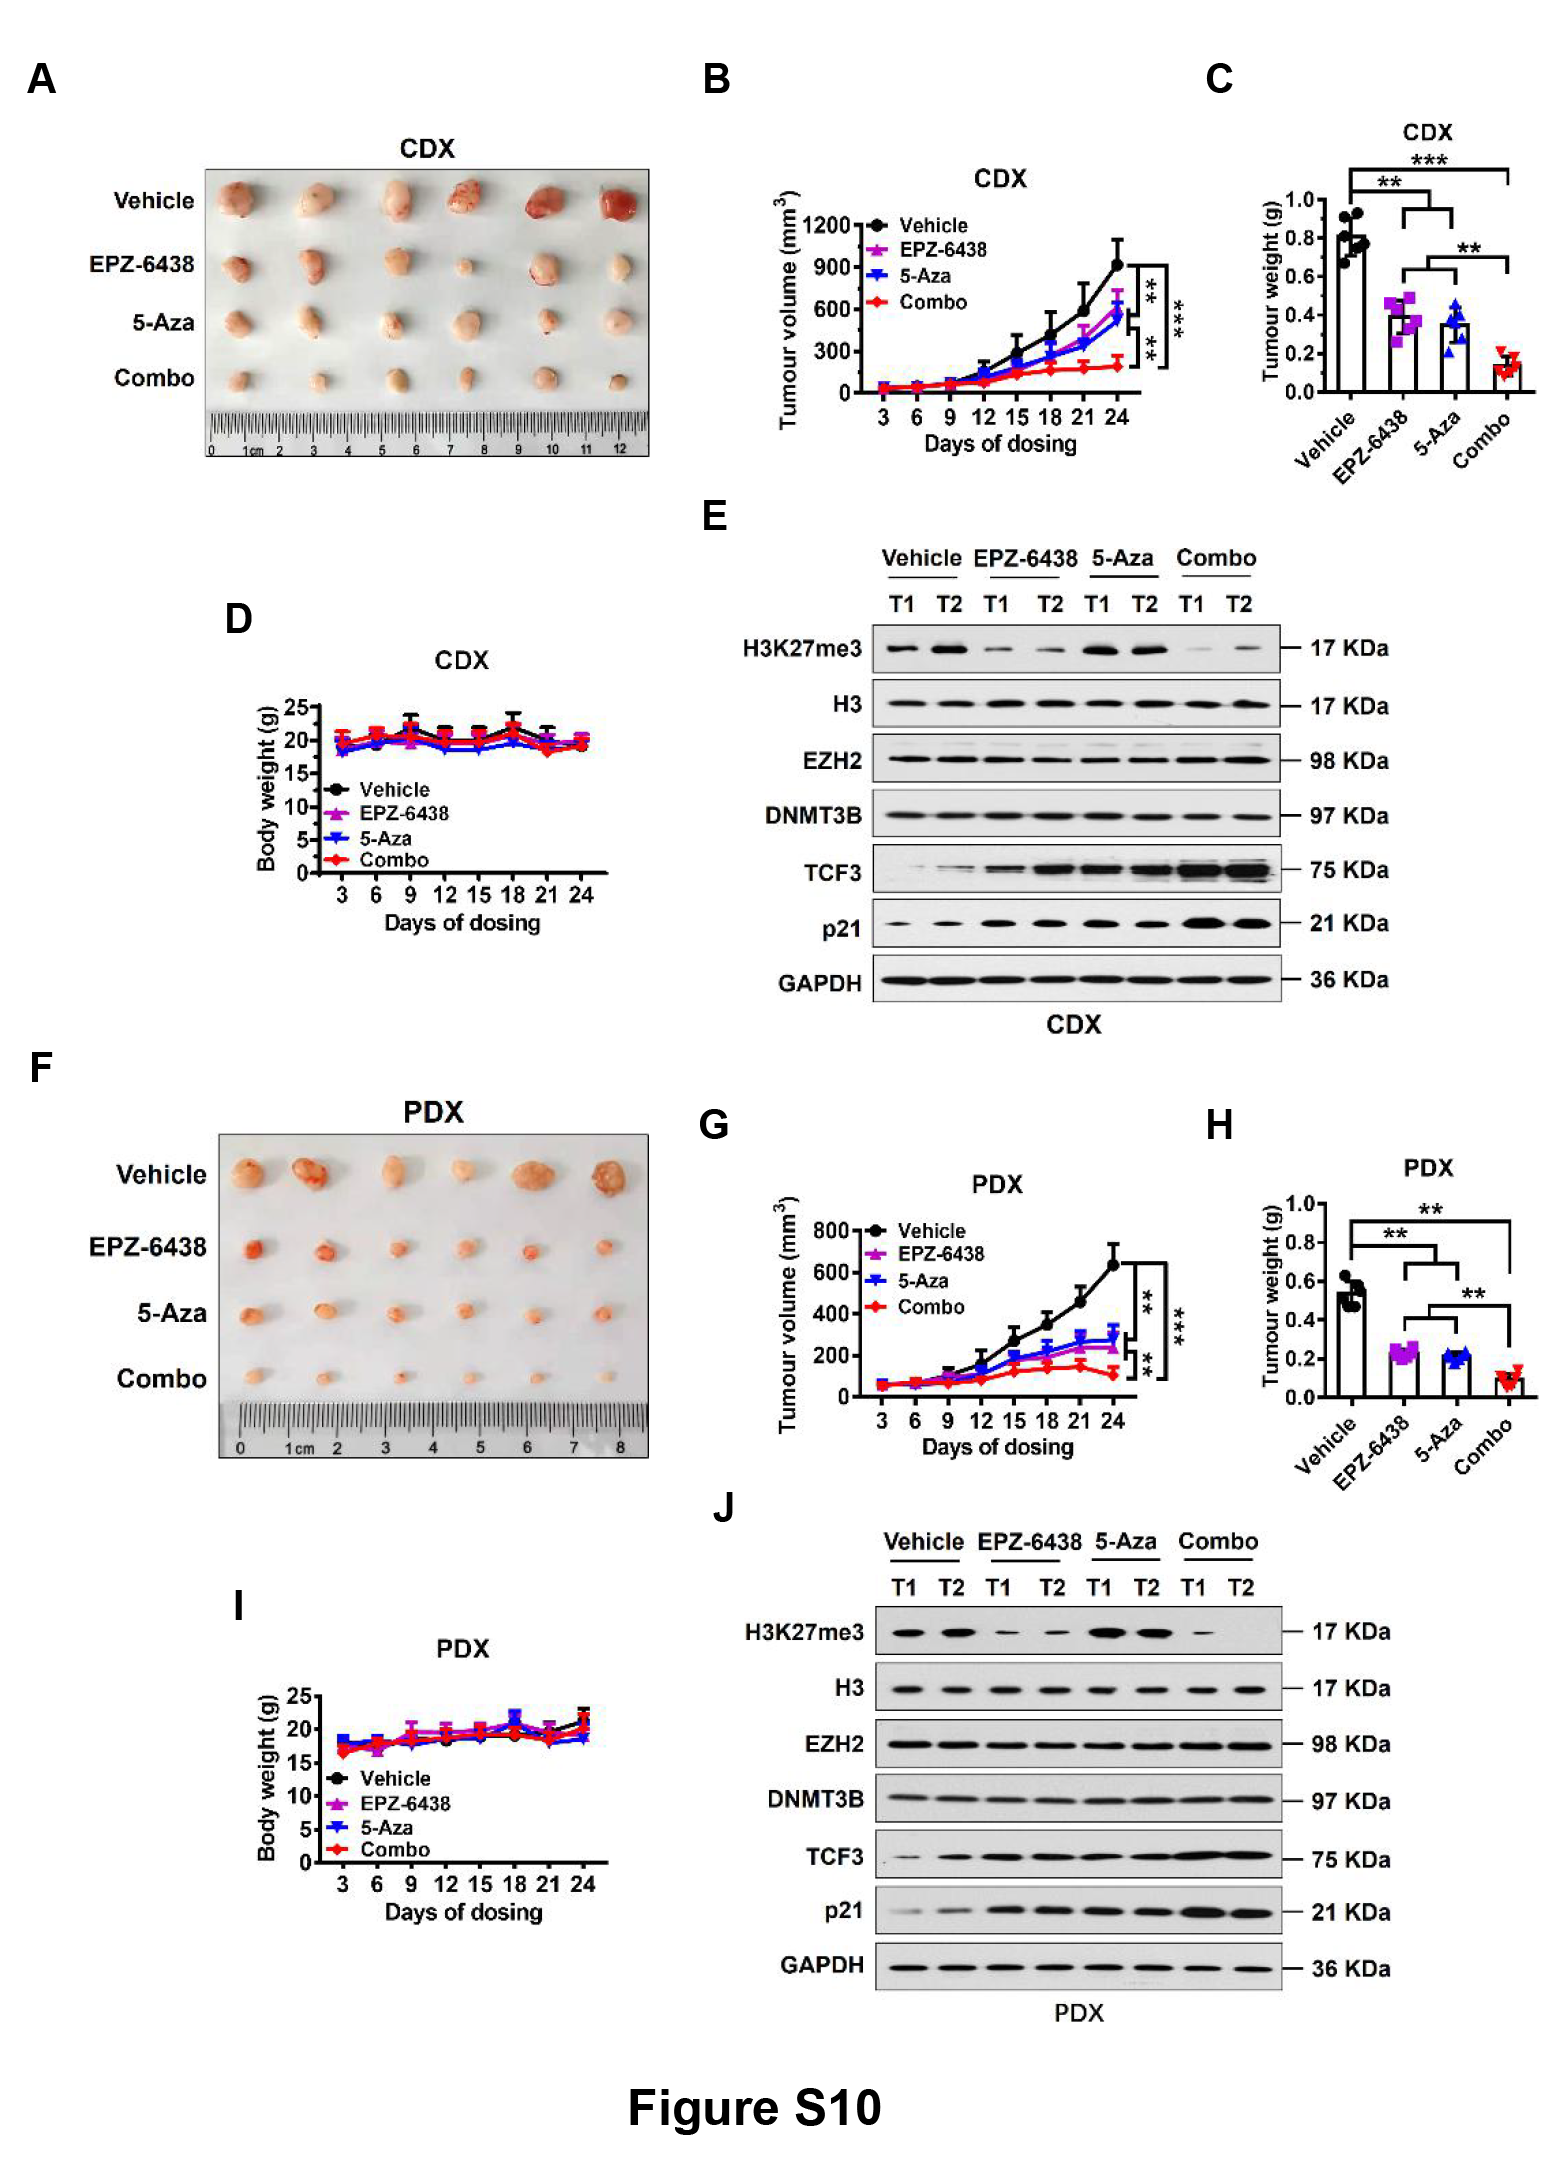

**Table S1. Clinicopathologic characteristics and EZH2 / DNMT3B expression in EC patients**

| **Variable** | **cases** | **H-score of EZH2** | | **H-score of DNMT3B** | |
| --- | --- | --- | --- | --- | --- |
| Mean ± SEM | *P* valuea | Mean ± SEM | *P* valuea |
| Age, years |  |  |  |  | 0.74 |
| ≤ 55 | 14 | 155.1 ± 17.0 | 0.15 | 177.0 ± 19.4 |
| > 55 | 12 | 108.0 ± 27.8 | 168.0 ± 15.1 |
| Myometrial invasionb |  |  |  |  |  |
| < 1/2 | 20 | 109.8 ± 14.5 | 0.05 | 154.9 ± 12.1 | 0.005 |
| ≥ 1/2 | 6 | 212.2 ± 37.3 | 232.8 ± 22.7 |
| Lymph node statusb |  |  |  |  | 0.11 |
| N0 | 23 | 129.4 ± 16.9 | 0.51 | 180.1 ± 12.8 |
| N1-3 | 3 | 163.7 ± 60.2 |  | 117.3 ± 29.9 |
| Distant metastasisb |  |  |  |  |  |
| No | 25 | 127.6 ± 15.7 | NA | 172.7 ± 12.9 | NA |
| Yes | 1 | 277.0 ± 0 | 177.0 ± 0 |
| FIGO stageb |  |  |  |  | 0.02 |
| Ⅰ-Ⅱ | 18 | 101.7 ± 18.1 | 0.005 | 149.9 ± 15.8 |
| Ⅲ-Ⅳ | 8 | 193.2 ± 20.8 | 209.6 ± 14.8 |

a Student t test was used to compare the two parameters in each category.

b Myometrial invasion, lymph node status, distant metastasis, and FIGO stage were classified according to the 7th edition of the American Joint Committee on Cancer staging system for endometrial cancer.

**Table S2. Predicted Transcription factors for CDKN1A (p21WAF1/Cip1) promoter determined by PROMO (TRANSFAC Version 8.3)c**

| **Transcription factors** | **Binding motif** | **Position** |
| --- | --- | --- |
| TP53 | GGGCATG | -1317 ~ -1311; -2779 ~ -2773 |
| CEBPA | GAGCAA | -2861 ~ -2856 |
| Sp1 | GGGCGG | -48 ~ -43; -38 ~ -33 |
| IRF1 | GTGGGGAAA | -208 ~ -200 |
| c-Myc | CAGCTG | -92 ~ -87; -349 ~ -344; -1341 ~ -1336 |
| E2F1 | TCCCGCC | -12 ~ -6 |
| ELK1 | GGAAG | -157 ~ -153; -622 ~ -618; -1328 ~ -1324 |
| TCF3 | GCCAGAT | -229 ~ -223 |
| E47 | GCCAGAT | -229 ~ -223 |
| E12 | GCCAGAT | -229 ~ -223 |
| VDR | GGGT | -15 ~ -12; -336 ~ -339; -509 ~ -506 |
| MZF1 | GTGGGGA | -208 ~ -202; -819 ~ -813 |
| p300 | AGTCC | -920 ~ -916; -1137 ~-1133; -1925 ~-1921 |
| NF1 | TTGGC | -991 ~ -987; -2228 ~ -2224 |
| MyoD1 | CCAGGTGC | -494 ~ -487 |

cReference:

1. Xavier Messeguer, Ruth Escudero, Domènec Farré, Oscar Nuñez, Javier Martínez, M.Mar Albà. PROMO: detection of known transcription regulatory elements using species-tailored searches. *Bioinformatics* **18**, 333-334 (2002).
2. Domènec Farré, Romà Roset, Mario Huerta, José E. Adsuara, Llorenç Roselló, M.Mar Albà, Xavier Messeguer. Identification of patterns in biological sequences at the ALGGEN server: PROMO and MALGEN. *Nucleic. Acids Res*. **31**, 3651-3653 (2003).

**Table S3. qPCR primers**

| **Gene symbol** | **Direction** | **Sequence (5’-3’)** |
| --- | --- | --- |
| EZH2 | Forward | AATCAGAGTACATGCGACTGAGA |
| Reverse | GCTGTATCCTTCGCTGTTTCC |
| Reverse | AATCGGGGATGTCTGAGGGA |
| CDKN2B | Forward | ACGGAGTCAACCGTTTCGGGAG |
| Reverse | GGTCGGGTGAGAGTGGCAGG |
| CDKN2C | Forward | ACTGGTTTCGCTGTCATTCA |
| Reverse | GCAGGTTCCCTTCATTATCC |
| CDKN2D | Forward | GGACCCTCAGCCTTGTTTGT |
| Reverse | GGTGGTTTAGCAGAGAC |
| CDKN1A | Forward | TACCCTTGTGCCTCGCTCAG |
| Reverse | CGGCGTTTGGAGTGGTAGA |
| CDKN1B | Forward | GGAGCAATGCGCAGGAATAA |
| Reverse | TGGGGAACCGTCTGAAACAT |
| CDKN1C | Forward | ATCCACGATGGAGCGTCTTG |
| Reverse | TCGTAATCCCAGCGGTTCTG |
| TP53 | Forward | GAGGTTGGCTCTGACTGTACC |
| Reverse | TCCGTCCCAGTAGATTACCAC |
| TAp63 | Forward | CAGGACTCGGACCTGAGTGA |
| Reverse | GAGGAGCCGTTCTGAATCTG |
| DeltaNp63 | Forward | CTGGAAAACAATGCCCAGAC |
| Reverse | GAGGAGCCGTTCTGAATCTG |
| TP73 | Forward | GACGAGGACACGTACTACCTT |
| Reverse | CTGCCGATAGGAGTCCACCA |
| RB1 | Forward | ATCACAGCGATACAAACTTGGAG |
| Reverse | AGCGCACGCCAATAAAGACA |
| E2F1 | Forward | AGCTGGACCACCTGATGAAT |
| Reverse | GAGGGGCTTTGATCACCATA |
| E2F2 | Forward | AGACTCGGTATGACACTTC |
| Reverse | CACTGGATGTTGTTCTTGG |
| PTEN | Forward | TGAGTTCCCTCAGCCGTTACCT |
| Reverse | GAGGTTTCCTCTGGTCCTGGTA |
| CDK1 | Forward | CTGGGGTCAGCTCGTTACTC |
| Reverse | TCCACTTCTGGCCACACTTC |
| CDK6 | Forward | GGATAAAGTTCCAGAGCCTGGAG |
| Reverse | GCGATGCACTACTCGGTGTGAA |
| CDK7 | Forward | GCACACCAACTGAGGAACAGTG |
| Reverse | AAGTCGTCTCCTGCTGCACTGA |
| CCNB1 | Forward | GACCTGTGTCAGGCTTTCTCTG |
| Reverse | GGTATTTTGGTCTGACTGCTTGC |

-Continued-

| **Gene symbol** | **Direction** | **Sequence (5’-3’)** |
| --- | --- | --- |
| CCNB2 | Forward | CAACCAGAGCAGCACAAGTAGC |
| Reverse | GGAGCCAACTTTTCCATCTGTAC |
| CCNC1 | Forward | GCAGAAAGATGCCAGGCAATGG |
| Reverse | CTCTCATCGAAATTCTTCCACTGC |
| CCND1 | Forward | TCTACACCGACAACTCCATCCG |
| Reverse | TCTGGCATTTTGGAGAGGAAGTG |
| CCNE1 | Forward | TGTGTCCTGGATGTTGACTGCC |
| Reverse | CTCTATGTCGCACCACTGATACC |
| CCNF1 | Forward | CTGCGTCTTGAGCCTCCATAAG |
| Reverse | CCTGGCTGATTTCTCCATAGCG |
| HOXA10 | Forward | ACAAGAAATGTCAGCCAGAAAGG |
| Reverse | GATGAGCGAGTCGACCAAAAA |
| Reverse | ACAAAGAAAGCCCTCCC |
| PCNA | Forward | ACACTAAGGGCCGAAGATAACG |
| Reverse | ACAGCATCTCCAATATGGCTGA |
| CHEK2 | Forward | TCTCGGGAGTCGGATGTTGAG |
| Reverse | CCTGAGTGGACACTGTCTCTAA |
| CCNG1 | Forward | GCCACTTGAAAGGAGAAATAGC |
| Reverse | AATGATAGACAATGCCAACACAG |
| CDK5RAP1 | Forward | ATGGCTGCCAGATGAATGTGA |
| Reverse | CTCTTGGAGGTTACTGGTCCG |
| CEBPA | Forward | GGACCCTCAGCCTTGTTTGT |
| Reverse | GGTGGTTTAGCAGAGAC |
| SP1 | Forward | AGTTCCAGACCGTTGATGGG |
| Reverse | GTTTGCACCTGGTATGATCTGT |
| IRF-1 | Forward | ATGCCCATCACTCGGATGC |
| Reverse | CCCTGCTTTGTATCGGCCTG |
| c-Myc | Forward | CCTGGTGCTCCATGAGGAGAC |
| Reverse | CAGACTCTGACCTTTTGCCAGG |
| ELK1 | Forward | CACTTCTGGAGCACCCTGAG |
| Reverse | GGCCATCCACGCTGATAGAA |
| TCF3 | Forward | ACTCCTACAGTGGGCTAGGG |
| Reverse | TCTTCTCCTCCTCCGAGTGG |
| E12 | Forward | GAGGCCTTTAAGGAGCTGGG |
| Reverse | ATGAGCAGTTTGGTCTGGGG |
| E47 | Forward | GAGAAAGACCTGAGGGACCG |
| Reverse | GGCCTCGTTAATATCCCGCA |
| VDR | Forward | TGGAGACTTTGACCGGAACG |
| Reverse | GGGCAGGTGAATAGTGCCTT |

-Continued-

| **Gene symbol** | **Direction** | **Sequence (5-3’)** |
| --- | --- | --- |
| MZF1 | Forward | GCTGCTGCCCTAGTAGATGG |
| Reverse | CCCAGTGGTGATTCCTGCAT |
| p300 | Forward | GCAGTGTGCCAAACCAGATG |
| Reverse | GGGTTTGCCGGGGTACAATA |
| NF1 | Forward | AAAACCAGCGGAACCTCCTT |
| Reverse | TTCAGTAGGGAGTGGCAAGT |
| MyoD1 | Forward | GCCACAACGGACGACTTCTA |
| Reverse | AGTGCTCTTCGGGTTTCAGG |
| EED | Forward | CTGTAGGAAGCAACAGAGTTACC |
| Reverse | CATAGGTCCATGCACAAGTGT |
| SUZ12 | Forward | TTGCAGCTTACGTTTACTGGTT |
| Reverse | GGAACTTGCCTTATTGGACAACT |
| DNMT1 | Forward | AGGAGGGCTACCTGGCTAAA |
| Reverse | GCTTAGCCTCTCCATCGGAC |
| DNMT3A | Forward | CCTGTGGGAGCCTCAATGTT |
| Reverse | CCACACACTCCACGCAAAAG |
| DNMT3B | Forward | TGGAATAGGGGACCTCGTGT |
| Reverse | ATGCCAGACATAGCCTGTCG |
| GAPDH | Forward | GAGCCACATCGCTCAGACAC |
| Reverse | CATGTAGTTGAGGTCAATGAAGG |

**Table S4. shRNAs used in lentivirus expression vector construction for gene knockdown**

| **shRNAs** | **Direction** | **Sequence (5-3’)** |
| --- | --- | --- |
| Scramble  (Scr) | Forward | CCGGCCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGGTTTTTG |
| Reverse | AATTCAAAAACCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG |
| EZH2 sh1  (KD1) | Forward | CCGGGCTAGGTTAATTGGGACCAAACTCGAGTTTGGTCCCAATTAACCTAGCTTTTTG |
| Reverse | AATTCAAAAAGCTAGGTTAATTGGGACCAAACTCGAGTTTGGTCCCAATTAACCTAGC |
| EZH2 sh2  (KD2) | Forward | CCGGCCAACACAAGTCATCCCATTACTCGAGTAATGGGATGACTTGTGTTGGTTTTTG |
| Reverse | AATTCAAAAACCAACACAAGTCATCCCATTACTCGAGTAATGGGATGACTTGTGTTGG |
| EZH2 sh3  (KD3) | Forward | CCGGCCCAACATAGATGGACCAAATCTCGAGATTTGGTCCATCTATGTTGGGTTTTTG |
| Reverse | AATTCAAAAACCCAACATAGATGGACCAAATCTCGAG ATTTGGTCCATCTATGTTGGG |
| EED sh1  (KD4) | Forward | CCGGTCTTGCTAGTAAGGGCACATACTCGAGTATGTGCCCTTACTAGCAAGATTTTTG |
| Reverse | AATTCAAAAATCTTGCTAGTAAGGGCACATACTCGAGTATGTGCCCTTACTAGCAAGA |
| EED sh2  (KD5) | Forward | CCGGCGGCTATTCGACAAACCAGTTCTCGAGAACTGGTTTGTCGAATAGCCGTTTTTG |
| Reverse | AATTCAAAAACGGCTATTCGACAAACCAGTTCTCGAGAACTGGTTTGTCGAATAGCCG |
| SUZ12 sh1  (KD6) | Forward | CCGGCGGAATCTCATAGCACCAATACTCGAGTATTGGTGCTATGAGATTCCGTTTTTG |
| Reverse | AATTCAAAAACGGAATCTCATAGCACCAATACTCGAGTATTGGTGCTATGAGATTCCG |
| SUZ12 sh2  (KD7) | Forward | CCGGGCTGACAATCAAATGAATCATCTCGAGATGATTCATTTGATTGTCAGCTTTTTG |
| Reverse | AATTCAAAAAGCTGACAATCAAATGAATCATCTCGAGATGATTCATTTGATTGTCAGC |
| TCF3 sh1  (TCF3-KD1) | Forward | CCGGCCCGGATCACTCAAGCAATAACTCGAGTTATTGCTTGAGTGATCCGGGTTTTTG |
| Reverse | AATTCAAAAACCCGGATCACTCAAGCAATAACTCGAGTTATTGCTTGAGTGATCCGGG |
| TCF3 sh2  (TCF3-KD2) | Forward | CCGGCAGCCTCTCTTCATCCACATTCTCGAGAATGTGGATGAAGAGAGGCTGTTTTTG |
| Reverse | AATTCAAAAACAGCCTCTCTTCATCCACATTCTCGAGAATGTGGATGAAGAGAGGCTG |

**-Continued**-

| **shRNAs** | **Direction** | **Sequence (5-3’)** |
| --- | --- | --- |
| DNMT1 sh1  (DNMT1 KD) | Forward | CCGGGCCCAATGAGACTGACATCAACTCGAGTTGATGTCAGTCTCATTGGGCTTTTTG |
| Reverse | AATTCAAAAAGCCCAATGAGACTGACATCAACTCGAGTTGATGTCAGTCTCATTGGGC |
| DNMT3A sh1  (DNMT3A KD) | Forward | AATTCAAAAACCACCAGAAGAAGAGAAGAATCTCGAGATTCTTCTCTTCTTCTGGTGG |
| Reverse | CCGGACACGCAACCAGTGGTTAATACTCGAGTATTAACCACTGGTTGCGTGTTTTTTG |
| DNMT3B sh1  (DNMT3B KD) | Forward | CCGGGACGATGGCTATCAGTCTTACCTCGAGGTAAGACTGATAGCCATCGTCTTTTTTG |
| Reverse | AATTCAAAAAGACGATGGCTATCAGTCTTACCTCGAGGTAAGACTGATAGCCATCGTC |

**Table S5. PCR primers used for** ChIP analysis

| **Fragment (s)** | **Direction** | **Sequence (5’-3’)** |
| --- | --- | --- |
| p21-P1 | Forward | GTTTCTGCGGCAGGTGAAT |
| Reverse | GGGAGCGTGACCAGGGAT |
| p21-P2 | Forward | TGTGTCCTCCTGGAGAGTGC |
| Reverse | CAGTCCCTCGCCTGCGTTG |
| p21-P3 | Forward | TTCCCGGAAGCATGTGACAAT |
| Reverse | CACTAGGTCACCTCTCCCAGA |
| p21-P4 | Forward | AGGTAGATGGGAGCGGATAGA |
| Reverse | ACCCTCATTTGCAGATGGTTT |
| p21-P5 | Forward | CATTTGACAACCAGCCCTTT |
| Reverse | TGGGAGGACACAGTAGCAGA |
| p21-P6 | Forward | CAGCAGATCCTTGCGACAG |
| Reverse | CCATGCACTTGAATGTGTACC |
| p21-P7 | Forward | TCTGGGGTCTCACTTCTTGG |
| Reverse | GCCTGAAGAAGGAGGATGTG |
| TCF3-P1 | Forward | AGTGCGGTTTCGTAGTCCTC |
| Reverse | GTCGAGGGAGACCCAACTTC |
| TCF3-P2 | Forward | CCATCAGACTTTCGCGGCTT |
| Reverse | TGTGCGCTTAGTCCATGACG |
| TCF3-P3 | Forward | GCTGTGAGCACCTACTGTGT |
| Reverse | CCTCATCCCTCTCCACCTCA |
| TCF3-P4 | Forward | GCCTCAAGCGATCTTCCC |
| Reverse | CCTGATTCTTAGTAGTCCGTGTCT |
| TCF3-P5 | Forward | CTCTGCCTCCTGGGTTTA |
| Reverse | GCACGCCATTGTACTCC |
| TCF3-P6 | Forward | TGTTGGACACTTGGGCAGTT |
| Reverse | CATGACCACTGCTCACCCAT |

**Table S6. The PCR primers used for bisulfite sequencing**

| **Island** | **Direction** | **Sequence (5-3’)** |
| --- | --- | --- |
| Island 1 | Forward | TTGTTGTTTAGGTTGGAGTATAATG |
| Reverse | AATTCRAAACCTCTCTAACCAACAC |
| Island 2 | Forward | TTTTATTATGTTGTTTAGGTTGTTTT |
| Reverse | AATCTAACTTCCTAATTCTTAATAATCC |
| Island 3-1 | Forward | TTTAAAGTTAGGTTTAAATTTATAGATGT |
| Reverse | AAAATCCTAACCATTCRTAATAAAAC |
| Island 3-2 | Forward | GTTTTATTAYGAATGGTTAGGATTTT |
| Reverse | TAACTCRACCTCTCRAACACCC |

How the deposited data were processed for this re-analysis (not part of the article)

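Gene expression was measured in ISK endometrial adenocarcinoma cells carrying a scrambled shRNA (Scr, 3 arrays) or shRNA directed against EZH2 (EZH2 knockdown, 3 arrays). RNA was extracted with Trizol and hybridized to Affymetrix PrimeView arrays by a service company, as the methods state. The deposited values are log2 expression values per probe set, given to 2 decimals. The submitters' processing notes name RMA, which corrects the background, normalizes the arrays to one distribution by quantiles and summarises the probes of each probe set. Its version and settings are not given in the sources used here. Because quantile normalization sets all arrays to nearly the same distribution, a change shared by most genes would not be seen in these values, and fold changes are relative to the array as a whole. RMA also draws dim probe sets together, which understates the fold changes of weakly expressed genes. Scan batches and detection calls were not used here.

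The value table holds 49372 probe sets on each of 6 arrays. After 79 control probe sets were left out, 49293 were tested. The annotation of the array names 1 gene symbol for 44988 probe sets, several for 1832 and none for 2473, and only those with 1 symbol were named. For 18112 symbols the gene ID was found in a table of RefSeq genes of the GRCh38.p14 assembly, used only for names, and 0 symbols were changed by it. Another 20 were not found by gene ID and kept the name in the annotation. Each of the 18132 genes was represented by the probe set with the highest mean over all 6 arrays. No coordinates were used.

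The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, EZH2 knockdown minus Scr, Benjamini-Hochberg adjustment over all genes). A gene was called at an adjusted p under 0.05 and a fold change over 2. The methods of the paper use the same fold threshold with an unadjusted P from Student's test, which was run as an alternative under the name of the methods' t-test. Adjusted p-values in the text come from limma unless another test is named. Adjusted p-values of a further probe set of a gene come from a fit over all probe sets.

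Besides single genes, 38 gene lists were tested with camera of limma, at a preset correlation of 0.01 between genes. The share of changed genes in each list was compared with that of all other genes, including dim ones, by two-sided Fisher's exact tests. These do not account for signal. The tests of each kind were adjusted over the 38 lists. The lists of S phase and G2/M phase are those distributed with Seurat 5.3.0, and the others were written by hand or taken from genes the paper studies. The list of transcription factors with predicted sites in the p21 promoter holds NF1, which the annotation gives for the gene of neurofibromin and not for nuclear factor 1, so no value is given for it. With an estimated correlation in place of the preset one, 0 lists passed an adjusted p of 0.05, the lowest value was 0.104 and 8 had an unadjusted p under 0.05. The estimate for cytokinesis was -0.02, below the preset value, and its unadjusted p in camera still rose from 1.13e-05 to 8.70e-03. A call lost in this alternative therefore does not by itself show that the genes of a list are correlated. The preranked test was run with fgsea 1.28.0. It passed 10 lists, and fry, which asks whether the genes of a list move on balance in one direction, passed 33.

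The genes named in the text were chosen by rule. They are the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among those past the adjusted p threshold with both groups apart, every gene that the paper names in its text, Fig. 2D, Fig. 2E, Fig. 3A, Table S2 or Table S3, up to 4 members of each list with the largest change among those called, and the PRC2 subunits and DNA methyltransferases. Fig. 2D, Fig. 2E and Fig. 3A show values of some of these genes, so their direction had been seen. SFN, JPT1, RBL2, E2F5, AMOTL1, NF2, IDI1, POU4F1, CDH1, OVOL1 and RPL13A were named after their values were seen, to complete short counts, and COL1A1, COL1A2 and COL3A1 as the most abundant fibroblast transcripts.

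The procedure was tested on simulated arrays with the means and spread of the EZH2 knockdown and Scr comparison over 18132 genes. Of 100 genes changed 3-fold, 100 passed both thresholds, and of 100 genes changed 1.5-fold, 97 passed the adjusted p threshold and 0 passed both. Among the unchanged genes, 13 passed the adjusted p threshold and 0 passed both. With no list shifted, 0 of 38 lists passed, and with 1 list shifted down, 5 passed. The shifted list was G2/M phase, and other lists hold 32 of its 54 genes. The simulated noise was independent between genes, so these runs cannot tell how often camera passes lists of correlated genes.

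The alternatives were centring each array on its median, quantile normalization again, leaving out dim genes, averaging the probe sets of a gene, leaving out probe sets that can match several transcripts, counting each probe set separately, the methods' t-test with and without adjustment and per probe set, no fold threshold, folds from linear means, the replicate number as a block, an intensity trend in the prior variance, leaving out each array in turn, the other list tests, and lists without genes that another list holds. Probe sets said to match several transcripts are throughout those with names ending in _s_at or _x_at. Those with other endings, such as _a_at, were kept, and they may still read several variants of a gene. Left out were all analyses of the paper's other experiments, such as qRT-PCR, immunoblots, ChIP, bisulfite sequencing and xenografts, for which no values were used here. TP63, CDKN2C and KPNA2 were not analysed here, because no probe set carries their name alone in the annotation. Some results are not reported here.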

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

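The tests of explanations in this part were chosen after the results had been seen. The results are signals in genes that the paper's text does not discuss.

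Genes of Hippo signaling were higher after EZH2 knockdown, with a median log2 fold change of 0.71 over 28 genes (camera, adjusted p = 4.75e-05, and adjusted p = 0.121 with an estimated correlation). Of these, 12 were higher, 2 lower and 14 did not pass, with the same counts when adjusted over the list alone. ANKRD1 (5.10), AXL (3.42, but 0.47 on its other probe set), CCN2 (3.22) and CCN1 (3.15), all known target genes of YAP and TAZ, rose most, whereas AMOTL1 (-1.64, but 0.94 on a dimmer probe set) and NF2 (-1.39), both known restraints on YAP and named after their values were seen, fell. Hippo signaling is among the categories of Fig. 2B, but the text does not follow it up. RNA from fibroblasts or other mesenchymal cells, which also express YAP targets, was argued against, because the upper quartile of the mesenchymal and fibroblast markers was 0.15, below the median of the Hippo list, and the collagens COL1A1 (4.73 in Scr, 4.72 after knockdown, adjusted p = 0.962) and COL3A1 (2.39 and 2.32, adjusted p = 0.306) did not pass, although COL1A2 went from 3.17 to 3.56 (adjusted p = 0.0213, under a 2-fold change, and 0.0609 to 0.0770 without any one of Scr replicate 2, Scr replicate 3, knockdown replicate 1 or knockdown replicate 3) and FN1 from 5.86 to 7.25. Only 6 of these 26 markers lay above the median signal of all genes (5.24), so a small admixture of such RNA could be missed. Probe sets with names ending in _s_at or _x_at, which can match several transcripts, were argued against as the whole source, because the median was 0.68 without them. Higher transcriptional activity of YAP in the knockdown cells, for example from a change in cell density or attachment, is a hypothesis that these values cannot separate from an effect of EZH2 on the target genes themselves, and it was not tested.

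Genes of cholesterol synthesis were lower, with a median of -0.65 over 18 genes (adjusted p = 4.75e-05, and adjusted p = 0.104 with an estimated correlation). The 5 that fell were SQLE (-1.96), the transcription factor SREBF2 (-1.25, but 0.14 and 0.03 on its other probe sets), INSIG1 (-1.19), ACAT2 (-1.08) and IDI1 (-1.02), and 13 did not pass. Adjusted over the list alone, the counts of this list and the next were the same. Of 24 genes of the secretory program of senescent cells, 8 were higher and 16 did not pass, with a median of 0.20 (adjusted p = 3.81e-03, and adjusted p = 0.121 with an estimated correlation). They include the chemokine CXCL1 (2.10, but 0.55 on its other probe set), IGFBP7 (2.05, but 0.03 without probe sets that can match several transcripts), the cytokine LIF (1.76, but 0.19 and 0.42 on its other probe sets) and the plasminogen activator PLAT (1.57, and 0.20 to 1.30 on its other probe sets).

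The largest measured increase and decrease on the arrays were in genes that the paper does not mention. PI3 had a log2 fold change of 5.18 over a Scr signal near the background. COX6A1 had one of -4.25 on a bright probe set that can match several transcripts, and 0.10 on its other, dim probe set.

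The 6 arrays can be split into 3 and 3 in only 10 ways, too few for a share under 0.05. The real split gave 1651 changed genes and the highest of the other splits 0, which makes 1 of the 10 as large as the real one. For the gene lists, the real split took 13 past the adjusted p threshold of camera and the highest of the other splits 9, again 1 of 10. Every other split mixes Scr and knockdown arrays in both of its groups. The knockdown effect then widens the spread within those groups and enters their list shifts, so these counts decide nothing about chance.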

How the results depend on the processing

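None of the alternatives was chosen after the results had been seen. With each probe set counted separately there were 1802 higher and 2450 lower, with the methods' t-test per probe set 1800 and 2441, and with no fold threshold 3975 and 4797. For the heatmap genes, no fold threshold gave 6 higher and 20 lower, and both counts over probe sets gave 11 lower. The construction of these alternatives, which count several probe sets of a gene or drop a threshold, accounts for the larger counts. In all other alternatives the counts of genes stayed within 1.5 times, with 473 and 710 for the mean of probe sets as the lowest, and from 617 to 653 higher and 985 to 1044 lower when 1 array was left out. Median-centring gave 711 higher and 914 lower (43.8% higher against 38.2%). The replicate numbers do not pair the samples, since same-numbered arrays had correlations of their deviations from -0.16 to 0.01. Only 0 of 3 Scr and 1 of 3 knockdown arrays matched best with the same number. The replicate block gave 630 higher and 1021 lower, the same 1651 genes. The methods' t-test per gene, with or without adjustment, gave these numbers too, so the fold threshold decides the calls. The block, or an adjustment over a list alone, could hardly change them.

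TCF3 reversed from 0.45 to -0.0017 with the mean of its probe sets and to -1.16 without probe sets that can match several transcripts, COX6A1 to 0.10 and CDCA3 to 0.03 in the latter. Camera with an estimated correlation ended the calls of G2/M phase (-0.89), S phase (-0.32), G2/M transition regulators (-0.43), kinetochore (-0.59) and cytokinesis (-0.63), and it took 0 of 38 lists past the threshold, where fry took 33 and the preset correlation 13 (13 to 15 with 1 array left out). The G2/M transition regulators also lost their call with the mean of probe sets (-0.41, adjusted p = 0.0708), in fgsea (-0.43) and without genes that another list holds (-0.43, adjusted p = 0.0568), which leaves 11 genes. The cause was not tested. Among lists that did not pass, the direction of the test turned for CDK inhibitors in fry and fgsea (median -0.13), PRC2 without shared probe sets (0.06) and in fry and fgsea (0.10), PRC1 with the mean of probe sets (0.034), developmental regulators without shared genes (-0.0067) and with an array left out (-0.028 to 0.0025), the unfolded protein response without shared probe sets (-0.06), hypoxia and glycolysis in the dim filter (-0.032), the mean (-0.026) and the trend (-0.03) and with an array left out (-0.042 to 0.055), and mesenchymal markers in the dim filter (-0.35), the mean (-0.020), fry and fgsea (0.018) and with an array left out (-0.012 to 0.027). COL1A1 went from -0.0033 to 0.053 with median-centring, 0.054 with quantile normalization and 0.044 with the mean, and ranged from -0.017 to 0.0083 with an array left out. TP73 went from -0.027 to 0.030, 0.034 and 0.060 in the same alternatives and ranged from -0.15 to 0.042, and MYOD1 from -0.0067 to 0.25, with an array left out. Of 1769 values of the other 120 named genes, 1732 kept their direction and side of the threshold, 15 became weaker, 9 stronger and 13 reversed, and of 558 values of the other 33 lists 504, 12, 23 and 19. Signal near background limits what dim genes can show.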

Differences from the paper's values

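No test in this part was chosen after the result was seen. The paper reports 1819 upregulated and 2450 downregulated mRNAs, and the values here are 630 genes higher and 1021 lower. These were counted per gene at the paper's fold threshold, with an adjusted p in place of the unadjusted P of its methods. Among the alternatives set before the data were examined, the values fell within 1.5 times of the paper's with each probe set counted separately (1802 and 2450) and with the methods' t-test per probe set (1800 and 2441). In all others they differed, among them the methods' t-test per gene (630 and 1021) and no fold threshold (3975 and 4797). The adjustment of p therefore does not account for the difference from the paper's counts, which lay closest to the counts of probe sets. The paper does not state whether it counted genes or probe sets.

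The paper gives 39 differentially expressed genes in the heatmap. Of the 34 measured here, 8 passed both thresholds. With no fold threshold 26 passed, which is within 1.5 times of the paper's number. With every other alternative the number differed. The methods' t-test per probe set gave 15, which counts probe sets of these genes and not genes.

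The paper describes CCNG1, CCND1 and CDK5RAP1 as upregulated together with SERTAD1, CDKN1A and CCNE1. Of these 6 genes, SERTAD1 (1.14), CDKN1A (3.26) and CCNE1 (1.04) were higher here. The log2 fold changes of CCNG1 (0.17), CCND1 (0.07) and CDK5RAP1 (0.25) were above 0 but under a 2-fold change in all alternatives. Without the fold threshold CDK5RAP1 passed (adjusted p = 2.46e-03). CCNG1 passed that threshold with median-centring (adjusted p = 0.0318), the dim filter (0.0294), the mean of its probe sets (0.0364), the intensity trend (4.77e-03) or without knockdown replicate 3 (0.0346), and CCND1 with the mean of its probe sets (adjusted p = 3.42e-03), the intensity trend (0.0499) or the methods' t-test (unadjusted p = 0.0229).

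The paper ranks the G2/M transition first among its GO categories. With the lists used here, which are not those categories, the adjusted p of Fisher's exact test was 1.37e-04 for the G2/M transition regulators, and it was smaller for the G2/M phase (1.28e-07), Hippo signaling (5.70e-07) and mitotic spindle assembly (5.33e-05).

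The paper states that EZH2 knockdown left the expression of DNMT3B in ISK cells as it was (qRT-PCR and immunoblot, Fig. 5G). On the arrays DNMT3B had a log2 fold change of -0.44 (adjusted p = 1.85e-03), and from -0.50 to -0.30 in the alternatives, past the p threshold and under a 2-fold change in each of them.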

Other observations

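The tests of explanations in this part were chosen after the results had been seen. The developmental genes that polycomb is known to silence did not rise as a group in the EZH2 knockdown arrays. Of 68 developmental regulators known as polycomb targets, BMP4 was higher (2.09), ONECUT2 (-1.57), SOX9 (-1.43), PAX6 (-1.22), TWIST1 (-1.22) and POU4F1 (-1.11) were lower, and 62 did not pass (median -0.01, camera adjusted p = 0.883), with the same counts when adjusted over the list alone. None of 27 HOX genes passed both thresholds of limma on its brightest probe set, although a second probe set of HOXD13 did (-1.01), 8 had an unadjusted p under 0.05, and the median was -0.05 (camera adjusted p = 0.548). A large rise of these genes as a group was not measured, although a dim gene could rise, as PI3 did from 4.02 to 9.19. A smaller rise cannot be told apart here from their staying silent, because most of them were dim. Only 15 of the 68 developmental regulators and 3 of the 27 HOX genes lay above the median signal of all genes (5.24).

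Of 24 epithelial markers, 5 were higher, 1 lower and 18 did not pass, and the list did not pass in camera (median 0.19, adjusted p = 0.0598, and adjusted p = 0.329 with an estimated correlation), although it passed with the intensity trend (adjusted p = 0.0337), without knockdown replicate 1 (adjusted p = 0.0327) and in fry (adjusted p = 8.60e-05). KRT8 was higher, with log2 fold changes from 1.73 on its brightest probe set to 2.23. KRT18, its partner in simple epithelia, was also called higher, from 12.07 to 13.48 (log2 fold change 1.40, adjusted p = 2.68e-07). It lay near the highest signal on the arrays after knockdown, so the size of its rise is uncertain. KRT7 (1.23), CDH1, which encodes E-cadherin (1.03), and OVOL1 (1.01) were higher too, and RAB25 was lower (-1.96). Among 26 mesenchymal and fibroblast markers, FN1 (1.39) and ZEB1 (1.18) were higher and TWIST1 was lower (median 0.02, adjusted p = 0.863). In 17 blood and immune cell markers (median 0.04), 12 housekeeping genes (0.07) and 42 cytosolic ribosomal proteins (-0.03), no gene passed both thresholds of limma on its brightest probe set, and 5, 7 and 14 genes had an unadjusted p under 0.05. A second probe set of the housekeeping gene RPL13A did pass both (-1.14).

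Among the transcription factors with predicted sites in the p21 promoter, which the paper measured by qRT-PCR, ELK1 (-1.31), E2F1 (-1.17), MYC (-1.08) and SP1 (-1.04, but 1.11 on a dimmer probe set) were lower on the arrays. IRF1 (0.91, adjusted p = 9.53e-06) and EP300 (0.34, adjusted p = 0.0195, but 0.0556 to 0.0682 without any one of Scr replicate 1, Scr replicate 2 or knockdown replicate 2, and 0.0937 in the methods' t-test with adjustment) were above 0 and VDR (-0.51, adjusted p = 1.43e-04, but -0.057, adjusted p = 0.463, without probe sets that can match several transcripts) and MZF1 (-0.38, adjusted p = 9.81e-04) below it, all under a 2-fold change, and CEBPA (-0.13, adjusted p = 0.402) and MYOD1 (0.10, adjusted p = 0.573) did not pass. The list, in which NF1 stands for neurofibromin, did not pass in camera (median -0.26, adjusted p = 0.545). The share of changed genes was 41.7% (two-sided Fisher's exact test, adjusted p = 0.0136), with neurofibromin counted among the changed genes. DNMT3B, which the paper studies in cell lines and tumors, had a log2 fold change of -0.44 (adjusted p = 1.85e-03), DNMT3A of -0.38 (adjusted p = 6.00e-04) and DNMT1 of -0.08 (adjusted p = 0.235), all under a 2-fold change.

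TCF3, which the paper found upregulated by qRT-PCR, was read by 4 probe sets that disagree. The brightest went from 7.92 ± 0.03 to 8.37 ± 0.05 (SD, n = 3 each, log2 fold change 0.45, adjusted p = 1.26e-04), under a 2-fold change. The next went from 7.76 ± 0.07 to 6.60 ± 0.13 (-1.16, adjusted p = 4.82e-06), and the others had log2 fold changes of 0.44 and 0.26. That only probe sets with names ending in _s_at or _x_at carry the rise was argued against, because the probe set with 0.26 (adjusted p = 8.42e-03) has another ending. The ending does not tell which variants of TCF3 a probe set reads. A change in the use of transcript variants or ends, which may differ from the variants E12 and E47 that the paper measured, cannot be told apart from a poorly matching probe set, because the positions of the probes were not analysed, and 845 genes on the array have probe sets past the adjusted p threshold in both directions.

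The paper reports more EZH2 knockdown cells in G2/M phase and fewer in S phase by flow cytometry, while 20 of 54 G2/M phase and 8 of 41 S phase genes were lower on the arrays, both lists passing in camera with the preset correlation and not with an estimated one (adjusted p = 0.104 and adjusted p = 0.320). A larger share of cells in G2/M phase would by itself place the median of the G2/M genes above 0, and it was -0.89. Fewer cycling cells of every phase cannot be told apart here from a loss of transcripts within cycling cells, since the S phase median was below 0 too (-0.32) and the proliferation marker MKI67 was lower (-1.60), while the difference of -0.57 between the medians (permutation test, genes exchanged between the lists in 100000 resamples, two-sided p = 8e-05) decides nothing, because each drop depends on a gene's level outside the cycle. Another hypothesis that stays open is that cells stop in G2 with p21 high and shut down mitotic transcription, which could join both measurements. The arrays alone do not test it, since no sorted or synchronized cells were measured.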
